# Th-POK regulates mammary gland lactation through mTOR-SREBP pathway

**DOI:** 10.1371/journal.pgen.1007211

**Published:** 2018-02-08

**Authors:** Rui Zhang, Huimin Ma, Yuan Gao, Yanjun Wu, Yuemei Qiao, Ajun Geng, Cheguo Cai, Yingying Han, Yi Arial Zeng, Xiaolong Liu, Gaoxiang Ge

## Abstract

The Th-inducing POK (Th-POK, also known as ZBTB7B or cKrox) transcription factor is a key regulator of lineage commitment of immature T cell precursors. It is yet unclear the physiological functions of Th-POK besides helper T cell differentiation. Here we show that Th-POK is restrictedly expressed in the luminal epithelial cells in the mammary glands that is upregulated at late pregnancy and lactation. Lineage restrictedly expressed Th-POK exerts distinct biological functions in the mammary epithelial cells and T cells in a tissue-specific manner. Th-POK is not required for mammary epithelial cell fate determination. Mammary gland morphogenesis in puberty and alveologenesis in pregnancy are phenotypically normal in the Th-POK-deficient mice. However, Th-POK-deficient mice are defective in triggering the onset of lactation upon parturition with large cellular lipid droplets retained within alveolar epithelial cells. As a result, Th-POK knockout mice are unable to efficiently secret milk lipid and to nurse the offspring. Such defect is mainly attributed to the malfunctioned mammary epithelial cells, but not the tissue microenvironment in the Th-POK deficient mice. Th-POK directly regulates expression of insulin receptor substrate-1 (IRS-1) and insulin-induced Akt-mTOR-SREBP signaling. Th-POK deficiency compromises IRS-1 expression and Akt-mTOR-SREBP signaling in the lactating mammary glands. Conversely, insulin induces Th-POK expression. Thus, Th-POK functions as an important feed-forward regulator of insulin signaling in mammary gland lactation.

## Author summary

Th-POK, aka cKrox or ZBTB7B, is a zinc finger transcription factor that specifies the cell fate of immature T cell precursors towards the CD4 lineage. It is yet largely unknown if Th-POK participates in the regulation of other biological processes. It is also not known if Th-POK functions beyond cell fate determination. In this study, we found that Th-POK is expressed in the luminal, but not the basal epithelial cells in the mammary glands. Despite the lineage restricted expression in the mammary glands, Th-POK is dispensable for mammary epithelial cell lineage specification and mammary gland development. Rather, Th-POK regulates the onset of lactation and milk lipid production via mammary epithelial cell autonomous mechanisms, suggesting that Th-POK exerts distinct functions in a tissue specific manner. Th-POK regulates the expression of insulin receptor sunstrate-1 and insulin-induced mTOR-SREBP pathway activation and lipid biosynthesis in the mammary alveolar cells at lactation. Thus, Th-POK functions as an important metabolic regulator in the lactating mammary glands, in addition to its well documented cell fate specification functions in T cell development.

## Introduction

Transcription factor Th-POK (Th-inducing POK, also known as ZBTB7B or cKrox) is a key regulator of lineage commitment of immature T cell precursors [1–3]. Loss of Th-POK expression or impaired Th-POK function disrupts the development of CD4 T cells [4], whereas enforced expression of Th-POK results in lineage conversion to the CD4 fate [4–6]. Th-POK is positively regulated by GATA-3, a transcription factor essential for CD4 fate determination [6, 7], and negatively regulated by CD8 lineage-specific transcription factor Runx3 [8]. Th-POK expression is also regulated post-transcriptionally by p300-mediated acetylation [9]. Th-POK acts as both transcriptional repressor and activator to regulate gene expression [1, 10, 11]. Cross-antagonism between Th-POK and Runx3 are determinative to CD4 versus CD8 cell fate decision. It is yet largely unknown the physiological functions of Th-POK besides helper T cell differentiation.

Mammary glands develop from a rudimentary tree to a branched epithelial network of ducts during puberty that further undergo alveologenesis to create a lactation-competent gland upon pregnancy [12–14]. Morphogenesis and differentiation of the mammary gland to a functional milk-producing organ are precisely regulated [12–14]. GATA-3, the critical transcription factor in T cell CD4 fate determination upstream of Th-POK, is the most highly enriched transcription factor in the mammary epithelium of pubertal mice [15]. GATA-3 is critical to the maintenance of proper luminal progenitor pool at puberty and alveolar differentiation during pregnancy [15, 16].

Upon parturition, milk protein and lipid biosynthesis capability in the alveolar epithelial cells are sharply increased [12, 14, 17]. The key event in the onset of milk secretion is the release of cytosolic lipid droplets (CLDs) by the alveolar epithelial cells into the luminal space [12, 14, 17]. Reduced milk lipid production and secretion in lactating mammary glands have been linked to poor newborn survival [18–25]. Interaction between xanthine oxidoreductase (XOR) and butyrophilin (BTN) is essential to the secretion of CLDs [21, 23, 26]. Proteins regulating XOR expression, e.g. Cidea [24], are important regulators of the CLD secretion. Lipid biosynthesis are tightly regulated at transition from pregnancy to lactation [17, 27]. Insulin signaling through its receptor (IR) is a potent regulator of cellular metabolism. Deletion of IR in the mammary epithelial cells at pregnancy resulted in reduced milk protein and lipid production [28]. Akt1 downstream of IR is required for the upregulated lipid synthesis in the lactating mammary glands. Akt1 deficiency resulted in impaired lipid biosynthesis in the lactating mammary gland [19]. Ectopic expression of constitutively active Akt in the mammary glands led to excess lipid synthesis during pregnancy and lactation [29]. Prolactin is demonstrated to regulate a subset of mammary epithelial cell specific lipogenic gene expression in lactating mammary glands [30]. Mice deficient of Src, a regulator of the prolactin signaling, or its binding protein actin filament-associated protein 1 (AFAP1) exhibited retention of large CLDs [20, 25]. Sterol regulatory element binding proteins (SREBPs), the key transcription factors regulating fatty acid and cholesterol biosynthesis [31–33], are proposed as key regulators in efficient lipid synthesis at the onset of milk secretion [17, 20, 27, 34]. Akt-mTOR signaling is required for insulin-induced SREBP1 expression and processing [35–37]. Akt regulates lipid biosynthesis via SREBP1 [37]. AFAP1 deficiency reduced SREBP1 levels in the lactating mammary glands [20].

In this study, we identified Th-POK as a luminal-specific expressing transcription factor in the mammary glands. Knockout of Th-POK did not affect pubertal growth or alveologenesis of mammary gland. However, the transition from pregnancy to lactation upon parturition was compromised in the Th-POK knockout mice. Th-POK deficiency impaired insulin-induced activation of mTOR-SREBP pathway and lipid biosynthesis. As a result, Th-POK knockout mice were unable to efficiently secret milk and to nurse the offspring. Thus, Th-POK functions as a critical regulator in mammary gland lactation.

## Results

### Th-POK is expressed in mammary luminal epithelial cells and required for pup survival

In an attempt to breed with Th-POK knockout (KO) mice, wild-type (WT) females were mated with KO males and KO females were mated with WT males. All (30/30) KO males were competent in producing healthy offspring (Fig 1A). However, significantly decreased survival of pups born to KO females was observed (Fig 1A). This was not due to the pup genotype, as all the pups were heterozygous for Th-POK. To investigate if the observed defect in pup viability born to KO mice was dependent on the genotype of the mother, pups born to WT females were fostered to KO mice. ~50% of the pups died during the course of study (Fig 1B). The surviving pups exhibited reduced growth, compared to the pups nursed by WT mothers (Fig 1C). Thus, Th-POK is required for lactating mice to support the survival and growth of their litters.

**Fig 1:**
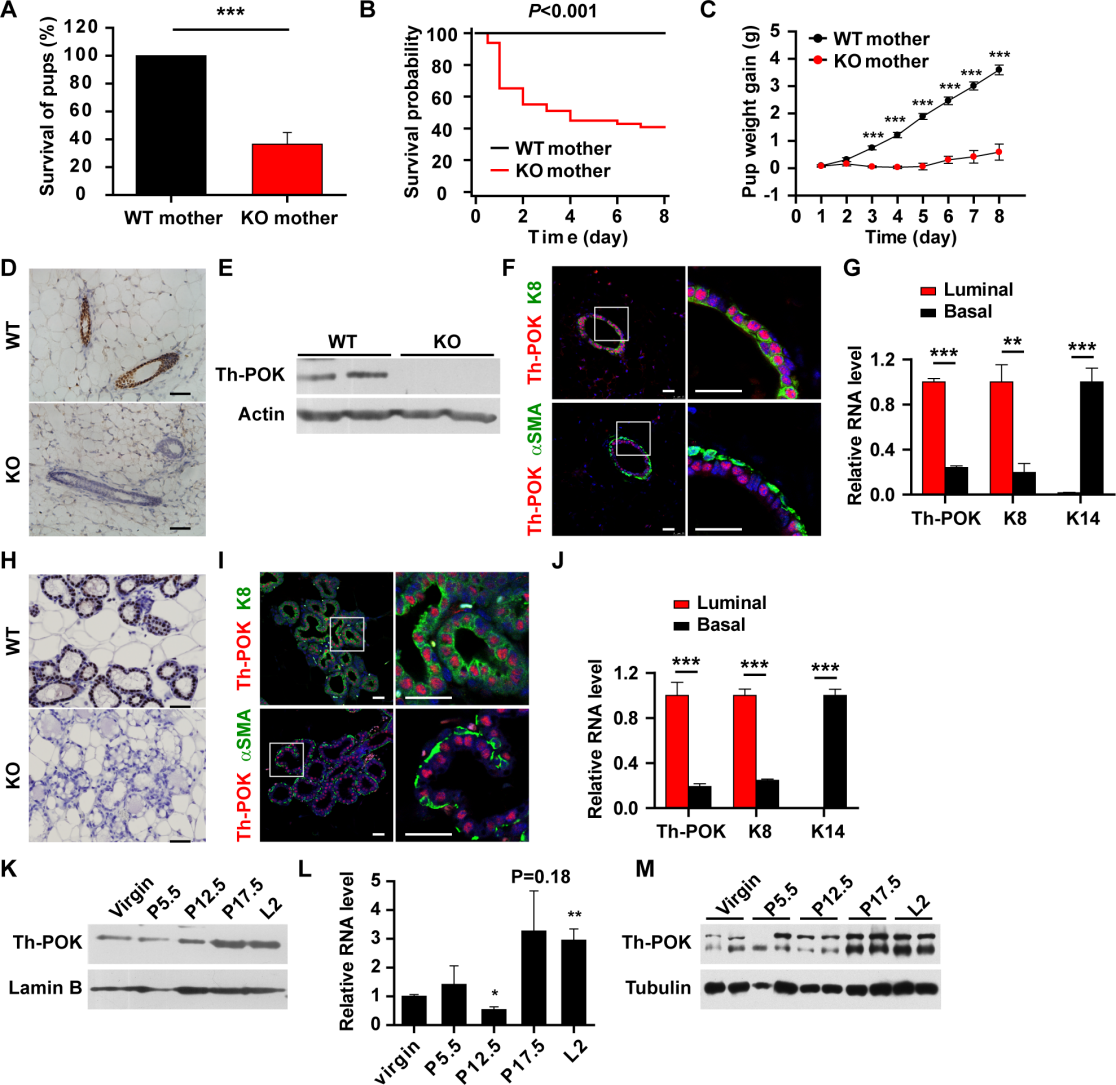
Th-POK is expressed in the mammary luminal epithelial cells and is essential to pup survival. (A) Wild-type (WT) females were mated with Th-POK knockout (KO) males and KO females were mated with WT males. Percent of survived pups nursed by either WT or KO dams (N = 30) within 48 hours after birth. (B) Heterozygote pups born to WT females were fostered to WT (N = 7) or KO (N = 7) dams at the time of parturition. Kaplan-Meier survival analysis of the pups. (C) Weight gain of the pups fostered to WT (N = 7) or KO (N = 5) dams. (D) Immunostaining of Th-POK on mammary gland sections from WT and KO virgin mice. Scale bar: 50μm. (E) Western blot analysis of Th-POK protein levels in isolated mammary epithelial cells from WT and KO virgin mice. (F) Double staining of Th-POK (red) with luminal cell marker cytokeratin 8 (K8) or basal cell marker αSMA (green) on virgin mammary gland sections. Scale bars: 25μm. (G) RT-qPCR analyses of expression of Th-POK, luminal cell marker cytokeratin 8 (K8) and basal cell marker cytokeratin 14 (K14) in luminal (Lin^-^, CD24^+^, CD29^lo^) and basal (Lin^-^, CD24^+^, CD29^hi^) mammary epithelial cells FACS-isolated from virgin mice (N = 4). (H) Immunostaining of Th-POK on mammary gland sections from WT and KO mice at lactation day 2 (L2). Scale bar: 50μm. (I) Double staining of Th-POK (red) with luminal cell marker cytokeratin 8 (K8) or basal cell marker αSMA (green) on mammary gland sections at L2. Scale bars: 25μm. (J) RT-qPCR analyses of expression of Th-POK, K8 and K14 in luminal and basal mammary epithelial cells FACS-isolated from mice at L2 (N = 4). Data are presented as mean ± SEM. **P < 0.01, ***P < 0.001. (K) Western blot analysis of Th-POK expression in mammary glands at different stages. (L and M) RT-qPCR (L, N = 3) and western blot (M) analyses of Th-POK expression in isolated mammary epithelial cells at different stages. Data are presented as mean ± SEM. *P < 0.05, **P < 0.01, compared to virgin.

GATA-3, a transcription factor upstream of Th-POK in T cell development, is the most highly enriched transcription factor in the mammary epithelium of pubertal mice and a critical regulator of luminal differentiation [15, 16]. The inability of KO mice to properly nurse their pups promoted us to study if Th-POK is expressed in the mammary gland and plays a role in mammary gland development and function. Immunohistochemical staining on mammary gland sections showed that Th-POK was expressed in mammary epithelial cells of virgin mice (Fig 1D). Western blot analysis further confirmed that Th-POK protein was expressed in the mammary epithelial cells isolated from the mammary glands of virgin mice (Fig 1E). The mammary gland is composed of basal layer myoepithelial cells and inner layer luminal cells [13, 38, 39]. Th-POK colocalized with luminal marker cytokeratin 8 (K8), but not basal marker α-smooth muscle actin (αSMA) (Fig 1F). Th-POK mRNA levels were significantly higher in the K8-positive luminal cells than in the K14-positive basal cells (Fig 1G). Thus, Th-POK is expressed restrictedly in the luminal lineage. At lactation, Th-POK was expressed in the luminal epithelial cells of alveoli (Fig 1H–1J). Analysis of Th-POK expression at different mammary developmental stages revealed that its expression levels were upregulated at late pregnancy (day 17.5) and remained high at the lactation stage (Fig 1K and S1 Fig). Analyses of Th-POK expression in the isolated mammary epithelial cells further revealed increased Th-POK mRNA and protein levels at late pregnancy and lactation (Fig 1L and 1M).

### Normal mammary morphogenesis and secretory differentiation in Th-POK-deficient mice

As Th-POK is specifically expressed in luminal epithelial cells, we next examined if Th-POK deficiency would affect mammary gland development in a manner similar to GATA-3. As shown by whole-mount analyses, comparable ductal outgrowth and numbers of terminal end buds were noticed in WT and KO mammary glands from virgin mice (S2A–S2C Fig). Histology inspection showed indistinguishable architecture of terminal end buds at 5 weeks and mammary ducts at 7 and 10 weeks between WT and KO mice (S2D Fig). Mammary epithelial compartment undergoes lobuloalveolar development in pregnancy to form the alveolar secretory units [13, 38, 39]. Mammary glands from the KO mice at early-, mid- to late-term pregnant mice (postcoital days 5.5, 12.5 and 17.5, respectively) showed normal organization of lobuloalveolar structures (S2E and S2F Fig, Fig 2A and 2B). Expansion of the mammary epithelium is achieved by active cell proliferation. BrdU incorporation analyses revealed comparable rates of cell proliferation in the mammary glands from WT and KO mice (S2G and S2H Fig). The mammary epithelial cells differentiate into functional alveolar cells during pregnancy. Such secretory differentiation process is characterized by upregulation of milk protein expression [12]. mRNA levels of milk proteins were indistinguishable between WT and KO mammary glands (S3A Fig). Thus, Th-POK deficiency does not affect mammary epithelial cell fate determination and mammary gland development at puberty and pregnancy.

**Fig 2:**
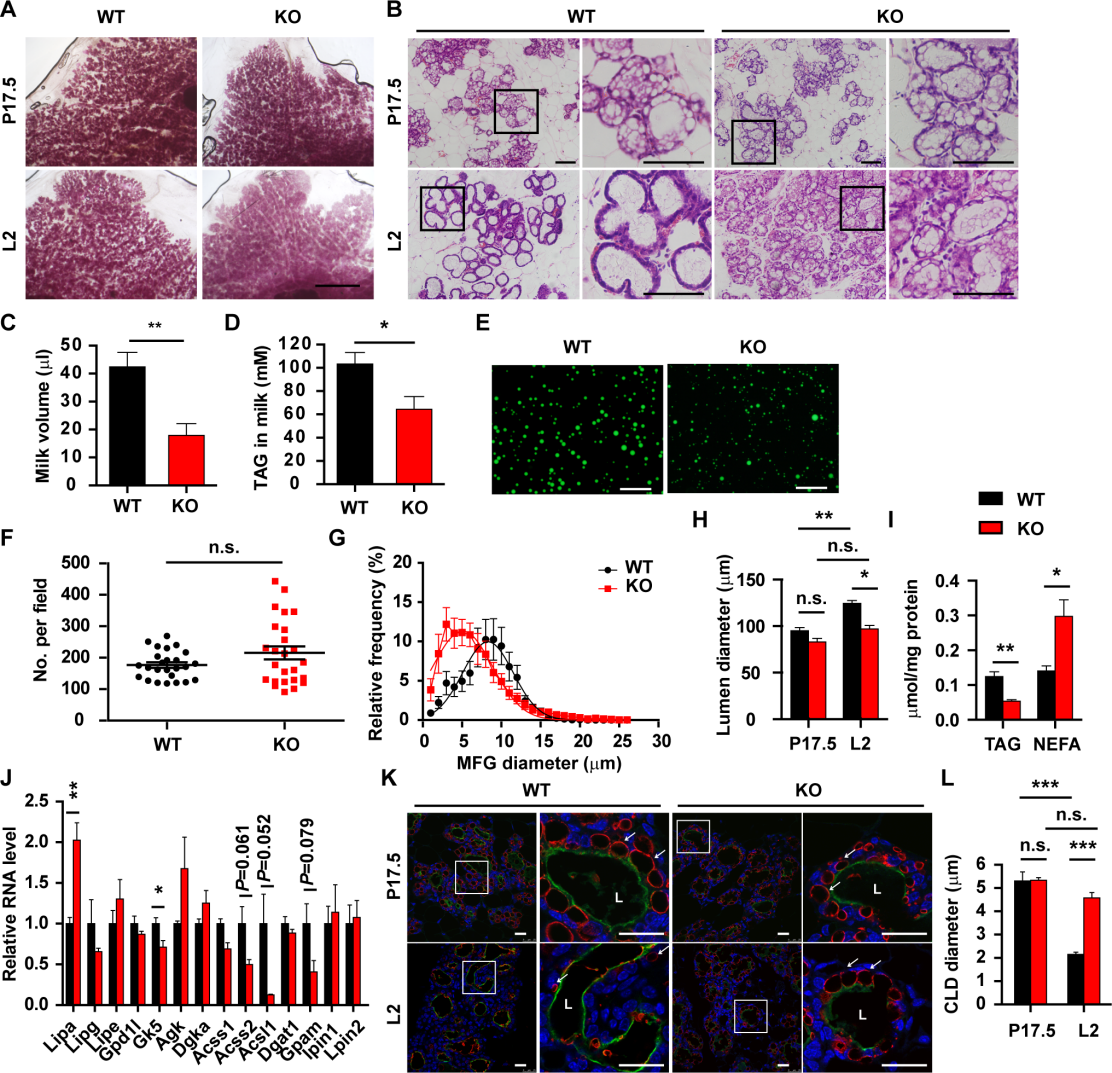
Impaired milk lipid secretion in Th-POK-deficient mammary glands. (A) Carmine-stained whole-mounted mammary glands from WT and KO mice at pregnancy day 17.5 (P17.5) or lactation day 2 (L2). Scale bar: 2mm. (B) Hematoxylin-and-eosin-stained sections of mammary glands from WT and KO mice at P17.5 or L2. Scale bar: 100μm. (C and D) Milk was collected from fourth mammary glands following oxytocin stimulation at lactation day 2. Milk volume (WT = 11, KO = 8) (C) and milk triacylglycerol (TAG) concentration (WT = 10, KO = 6) (D) were compared. (E) Staining of MFGs from WT and KO mice. Scale bars: 100μm. (F) Number of MFGs from WT and KO mice (N = 5, five fields/mice). (G) Size distribution of MFGs from WT and KO mice (N = 5). (H) Lumen diameters of mammary glands from WT and KO mice at P17.5 or L2 (N = 3, five fields/mice). (I) Triacylglycerol (TAG) and nonesterified fatty acid (NEFA) concentrations in the mammary epithelial cells at L2 (WT = 4, KO = 4). (J) RT-qPCR analyses of genes regulating lipolysis and triacylglycerol synthesis in mammary glands (N = 4 mammary glands from individual mice) at lactation day 2. (K) Sections of mammary glands from WT and KO mice at P17.5 or L2 were stained with anti-Perilipin2 (red). The luminal surface of secretory alveoli was visualized with wheat germ agglutinin (green). CLDs are marked by arrows. Scale bars: 25μm. (L) Quantification of CLD size in mammary glands from WT and KO mice at P17.5 or L2 (N = 3, five fields/mice). Data are presented as mean ± SEM. Statistic analyses were performed with two-way Anova followed by Bonferroni's multiple comparison test (H and K). *P < 0.05, **P < 0.01, ***P < 0.001. n.s.: not significant.

### Impaired milk lipid production and secretion in Th-POK-deficient mammary glands

The increased mortality and growth retardation in pups nursed by the KO mice suggested that the KO mice may be defective in milk production at lactation stage. Indeed, lactating KO mice had 2.2-fold reduction in oxytocin-stimulated milk secretion compared to WT mice (Fig 2C). Protein and lipid are the major components of milk [12, 14]. Milk protein concentration and composition from the lactating KO mice were largely similar to that from the WT mice (S3B and S3C Fig). This promoted us to investigate whether lipid production and secretion were compromised in the lactating KO mice. The concentration of triacylglycerol (TAG), the main component of the milk lipid [12, 17], was markedly lower in milk taken from lactating KO mice compared with WT mice (Fig 2D). Milk lipids are secreted as milk fat globules (MFGs), with lipid droplets wrapped by a plasma membrane bilayer. Although the numbers of MFGs were similar in the milk from lactating WT and KO mice (Fig 2E and 2F), MFGs from the lactating KO mice were substantially smaller in size compared to those from lactating WT mice (Fig 2E and 2G). At parturition, release of CLDs from the alveolar epithelial cells is a critical event in producing sufficient milk lipid [12, 14, 17]. At late-pregnancy (P17.5), large CLDs accumulated in the alveolar epithelial cells in both WT and KO mammary glands (Fig 2B). Following parturition, large CLDs were replaced by small lipid droplets in alveolar epithelial cells in the WT mammary glands at lactation day 2 (L2) (Fig 2B). In contrast to that in the WT mammary glands, luminal space was much less expanded in the KO mammary glands (Fig 2B and 2H). Large CLDs were retained within alveolar epithelial cells in the KO mammary glands after parturition (Fig 2B), suggesting impaired milk lipid secretion in the KO mice. Cytosolic TAG concentration was significantly lower, whereas nonesterified fatty acid (NEFA) concentration was significantly higher in KO mammary epithelial cells than in WT mammary epithelial cells at L2 (Fig 2I). Expression of genes invloved in lipolysis and TAG synthesis was substantially altered in the KO mammary epithelial cells at L2 (Fig 2J). To further confirm the retention of large CLDs in the KO alveolar epithelial cells and failure in lipid secretion, sections of mammary glands were stained for Perilipin2 (Plin2, also known as adipophilin), a lipid droplet surface protein present in the CLDs in the alveolar epithelial cells [40] (Fig 2K). At late-pregnancy (P17.5), large CLDs were present in alveolar epithelial cells in both WT and KO mammary glands with similar size (Fig 2K and 2L). On lactation day 2, only small size CLDs were present at the apical surface of the WT alveolar epithelial cells, whereas large amount of large size CLDs were apparent in the KO alveolar epithelial cells (Fig 2K and 2L).

### Precocious involution in Th-POK knockout mammary glands

Upon weaning of the pups, the mammary gland undergoes involution, a process characterized by the apoptosis of the mammary epithelial cells and remodeling of the mammary gland back to a virgin-like morphology. Precocious involution was frequently observed in mouse models that display defects in secretory activation [20, 21, 23, 25]. At lactating day 9, mammary glands from 50% of the KO mice displayed morphology similar to virgin mice, suggesting precocious involution had occurred (Fig 3A). Genes involved in cell apoptosis [41] were enriched in the WT mammary gland at involution stage (Fig 3B). In the mammary glands of lactating KO mice, the apoptosis signature was marginally enriched (Fig 3C). 

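No. 4 mammary glands of 4 wild-type (WT) and 4 Th-POK knockout (KO) dams of the C57/Bl6 strain were taken at lactation day 1, and the RNA of each dam was labelled with the dye Cy3 and hybridized to an Agilent mouse array of its own. An array of this kind has 1 colour, so the brightness of a probe on each array is the measurement. The authors deposited the scanner output of each array, in which Agilent's software had already subtracted background from the intensity of every spot, and a table of their quantile-normalized values. For the values given here, the intensities of the scanner output were put on the log2 scale and quantile-normalized between the 8 arrays, as the methods of the paper state. Spots of a probe were averaged, and each gene was represented by its brightest probe. Genes were compared with limma, which shares information on the spread between arrays across genes. Probes entered where they were well above background on all 4 arrays of at least 1 genotype, and this left 14137 of the 18749 genes with a probe. Between 66.9% and 75.3% of probes were well above background on the WT arrays and between 66.8% and 71.0% on the KO arrays, and 0 spots were saturated. The number of arrays limits the precision of every value. All WT arrays lay on 1 slide and all KO arrays on another, so the genotypes and the slides cannot be told apart.

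Zbtb7b, the gene that encodes Th-POK (probe A_51_P473229), had log2 signals of 9.90, 10.42, 10.13 and 10.23 on the WT arrays. On the KO arrays its signals were 1.55, 1.56, 1.65 and 1.598, which were not well above background on any of them. Set against the lowest signal among probes well above background on each KO array, Zbtb7b was at least 81.5-fold lower in the KO glands (adjusted p = 5.71e-09 from limma with Benjamini-Hochberg adjustment). The first principal component held 52.9% of the variance and put the WT arrays between -57.2 and -7.21 and the KO arrays between 17.0 and 43.9. Of the genes tested, 2331 had an adjusted p under 0.05 in limma, 1065 of them higher and 1266 lower in the KO glands. With a difference of at least 2-fold as well, 618 genes remained, 302 higher and 316 lower. With an adjusted p under 0.01 in place of 0.05 that number was 132. In 3400 genes (24.1%) the 4 arrays of a genotype all lay above the 4 of the other, where chance gives 2.86%.

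The MSigDB signatures of the paper were not used here. In their place stood gene lists written from general knowledge of each pathway before the data were examined, so a score for a list is not a score for the paper's signature. Each list was tested by GSEA with genes ranked by signal-to-noise (the difference of the genotype means over the sum of the SDs) and 1000 permutations of the gene set, the number the methods state. A normalized enrichment score (NES) above 0 means higher in the KO glands. Its p-value takes genes as the replicates, so the mean log2 signal of each list was also compared between the 4 WT and 4 KO arrays by an exact two-sided permutation test, which cannot give a p under 0.0286. That test leaves the replicate numbers out; an exact test of the differences within 4 pairs cannot give a p under 0.125. Both were adjusted by Benjamini-Hochberg over the 6 lists behind the paper's statements.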

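The apoptosis list held caspases, the Bcl2 family, death receptors and their adaptors. It also held genes outside these classes, such as Gadd45a, Gadd45b, Jun, Anxa1, Timp1 and Tnf. On the array were 65 of its 66 genes. It scored an NES of 1.40 (standard error 0.33 from leaving out each array in turn), with an adjusted p of 0.0584 from permutations of the gene set. The score lay beside the threshold, and small changes moved it across: the adjusted p was 0.0404 with 100000 permutations (NES 1.42) and 0.0280 with the replicate number as a block (NES 1.49). In the other direction, the apoptosis list of Reactome, with 134 of 154 genes on the array, scored -0.88 (adjusted p = 0.744). The mean log2 signal of the list was 9.82 ± 0.08 (SD, n = 4) on the WT arrays and 9.97 ± 0.04 (SD, n = 4) on the KO arrays, a difference of 0.15 (exact permutation test, two-sided, p = 0.0571, adjusted p = 0.0857) that was above 0 in 4 of 4 pairs. Of the 65 genes, 40 were higher in the KO glands. After adjustment over all genes tested by limma, 12 were higher and 6 lower, and adjusted over the list alone 17 were higher and 6 lower. The 12 included Gadd45a, Gadd45b, Anxa1, Jun and Timp1, which are outside the classes named above. Among the 6 were Endog, Diablo, Dap and Fadd. Mcl1, which the paper calls a pro-survival factor, was among the 17. The list score is therefore not a score of cell death alone. Bik rose by a log2 fold change of 1.80 (standard error 0.30, adjusted p = 0.0120 from limma) and Dapk2 by 1.02 (standard error 0.14, adjusted p = 0.00811). Bcl2, whose product opposes apoptosis, also rose, by 0.55 (standard error 0.11, adjusted p = 0.0176), but passed the threshold neither with the mean of its 2 probes (0.33, adjusted p = 0.0552) nor without the third KO array (0.53, adjusted p = 0.0577).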

Cleaved caspase-3 signal was detected in the KO alveoli, but not in the WT alveoli at lactation (Fig 3D and 3E). IL-6-triggered activation of JAK-Stat3 pathway is the key modulator of apoptosis during mammary gland involution [42, 43]. IL-6-JAK-STAT3 pathway [41] was enriched in the mammary gland at involution stage (Fig 3F), and in the lactating KO mammary glands (Fig 3G). 

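The list tested on the lactating glands held receptors, kinases, STATs and target genes of this pathway. It also held genes of other cytokine pathways, such as Ifngr1, Il1r1, Il10rb, Il17ra, Tnfrsf1a and Tlr2, so it is not specific to IL-6. On the array were 65 of its 70 genes, 10 of them also on the apoptosis list. The NES was 1.77 (standard error 0.31, adjusted p = 0.00935 from permutations of the gene set). Mean log2 signals of the list were 9.89 ± 0.11 (SD, n = 4) on the WT arrays and 10.15 ± 0.13 (SD, n = 4) on the KO arrays, a difference of 0.25 that overlapped between the genotypes (exact permutation test without pairing, p = 0.0571, adjusted p = 0.0857). Between arrays of the same replicate number the difference was 0.23 to 0.28, higher in the KO gland in 4 of 4 pairs. With the replicate number as a block, the rotation test fry gave the list an adjusted p of 0.000120, against 0.0385 without it. The score fell short of the threshold with the Reactome list of IL-6 signalling, of which 9 of 10 genes were on the array (NES 1.49, adjusted p = 0.0804), with a gene-gene correlation estimated from the arrays in camera (adjusted p = 0.310), and with the lower limit that the GSEA program sets on each SD (NES 1.32, adjusted p = 0.109). In the list, 43 genes were higher and 22 lower in the KO glands. By limma, 8 of them were higher and 1 lower at an adjusted p under 0.05, and the same numbers passed when adjusted over the list alone. Cxcl1 had the smallest p of the list, with a log2 fold change of 2.24 (standard error 0.26, adjusted p = 0.00417). Cebpd rose from 13.66 ± 0.31 to 14.97 ± 0.38 (SD, n = 4 arrays each; adjusted p = 0.0122 from limma). Socs3 rose from 10.10 ± 0.67 to 12.15 ± 0.76 (SD, n = 4 arrays each; adjusted p = 0.0214 from limma), with 1 KO array at 13.29 and the other KO arrays between 11.73 and 11.81. Its adjusted p passed 0.05 without the second WT array (0.0581), without the third KO array (0.0528) and by the methods' t-test (0.0561). Stat3 itself had a log2 fold change of 0.73 (standard error 0.25) and an adjusted p of 0.0755 from limma. That adjusted p fell to 0.0268 with the replicate number as a block, 0.0355 without the first WT array and 0.0494 without the fourth KO array. It was up to 0.182 with another array left out and up to 0.135 in the other alternatives.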

Expression of *Cebpd* and *Socs3*, genes that are specifically expressed at the involution stage [42–44], was significantly upregulated in the lactating KO mammary glands (Fig 3H). Expression of Th-POK in HC11 mammary epithelial cells did not affect expression of *Cebpd* and *Socs3* (Fig 3I), suggesting Th-POK did not proactively regulate *Cebpd* and *Socs3* expression and the premature involution program. Indeed, cleaved caspase-3 signal was not detected in the KO alveoli at late pregnancy (Fig 3D and 3E).

**Fig 3:**
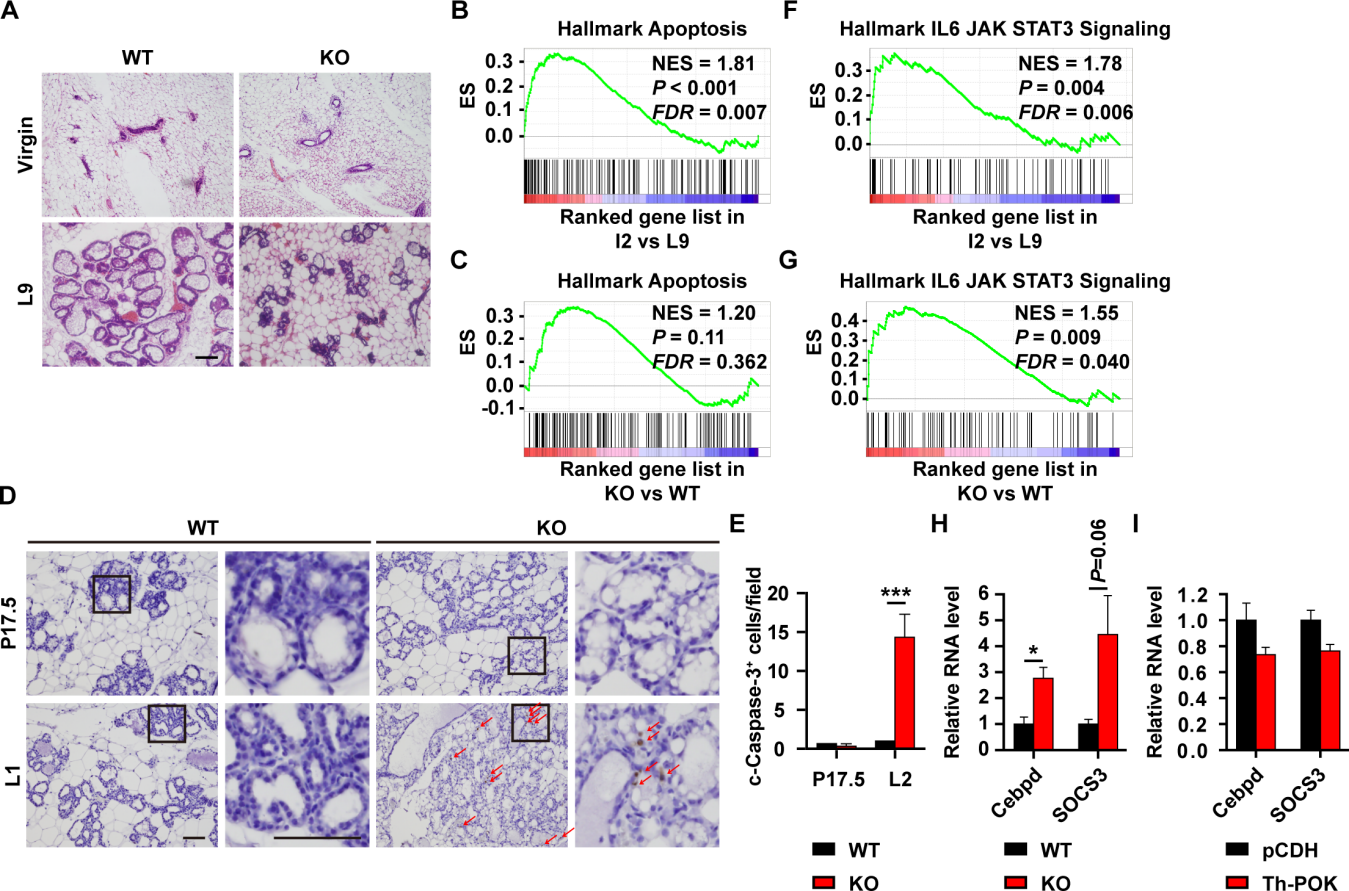
Precocious involution in Th-POK knockout mammary glands. (A) Hematoxylin-and-eosin-stained sections of mammary glands from 12-week virgin mice and mice at lactation day 9. Scale bar: 100μm. (B) GSEA data showing the enrichment of apoptosis signature in mammary glands at involution day 2, compared to those at lactation day 9. (C) GSEA data showing marginal enrichment of apoptosis signature in KO mammary gland compared to the WT mammary gland at lactation day 1. (D) Immunostaining of cleaved caspase-3 on mammary gland sections from WT and KO mice at pregnancy day 17.5 (P17.5) and lactation day 1 (L1). Scale bar: 50μm. (E) Quantitative analysis of cleaved caspase-3 staining in (D). Data are represented as the number of cleaved caspase-3-positive cells per field (N = 3, five 20× fields/mice). (F) GSEA data showing the enrichment of IL6-JAK-STAT3 signature in mammary glands at involution day 2, compared to those at lactation day 9. (G) GSEA data showing enrichment of IL6-JAK-STAT3 signature in KO mammary gland compared to the WT mammary gland at lactation day 1. (H) RT-qPCR analyses of expression of *Cebpd* and *Socs3* in mammary glands from WT and KO mice at lactation day 2 (N = 4). (I) RT-qPCR analyses of expression of *Cebpd* and *Socs3* in Th-POK-expressing HC11 cells. Data are presented as mean ± SEM. *P < 0.05, ***P < 0.001. ES: Enrichment score. NES: normalized enrichment score. *FDR*: false discovery rate.

### Defective lactation is intrinsic to mammary epithelial cells

Th-POK deficiency disrupts the development of CD4 T cells [4]. To investigate if the failure in milk lipid secretion is due to altered immune environment, mammary epithelial cells isolated from wild-type or Th-POK-deficient mammary glands were implanted into the cleared fat pads of wild-type or Th-POK KO mice (Fig 4). Both wild-type and Th-POK-deficient mammary epithelial cells developed into properly structured mammary glands, further reinforcing the notion that Th-POK is not required for mammary gland development (Fig 4A). Mammary glands developed from the wild-type mammary epithelial cells successfully released lipid into the luminal space with small lipid droplets retained in the mammary epithelial cells on lactation day 2, regardless the genotype of the recipient mice (Fig 4). However, the mammary glands developed from the Th-POK-deficient mammary epithelial cells retained large size lipid droplets within the mammary epithelial cells upon parturition in both wild-type and Th-POK-deficient recipient mice (Fig 4). These data collectively suggested that the defective lipid secretion phenotype observed in the Th-POK-deficient mice was mainly due to the defects in the mammary epithelial cells.

**Fig 4:**
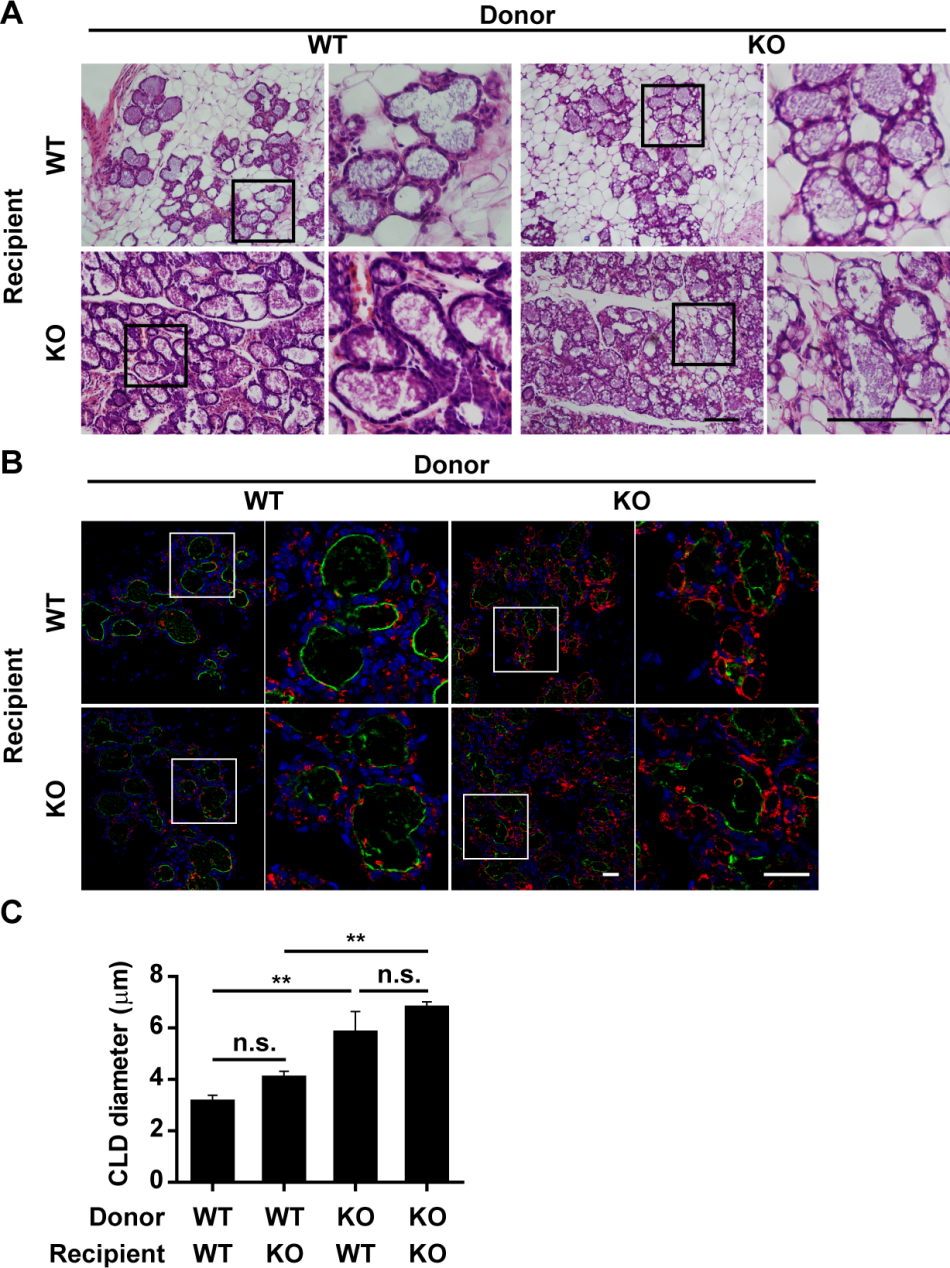
Impaired lipid secretion in Th-POK-deficient mammary glands is attributed mainly to intrinsic defects in the mammary epithelial cells. Wild-type or Th-POK-deficient mammary epithelial cells were implanted into clear fat pads of wild-type or Th-POK-deficient mice. Reconstituted mammary glands were harvested at lactation day 2. (A) Hematoxylin-and-eosin-stained sections of reconstituted mammary glands at lactation day 2. Scale bar: 100μm. (B) Sections of reconstituted mammary glands at lactation day 2 were stained with anti-Perilipin2 (red). The luminal surface of secretory alveoli was visualized with wheat germ agglutinin (green). Scale bars: 25μm. (C) Quantification of CLD size in transplanted mammary glands from WT and KO mice (N = 3, five fields/mice). Data are presented as mean ± SEM. Statistic analyses were performed with two-way Anova followed by Bonferroni's multiple comparison test. **P < 0.01. n.s.: not significant.

### Th-POK deficiency impairs SREBP activity in lactating mammary glands

Cell polarity is prerequisite for milk secretion [39]. The apical marker Ezrin and basolacteral marker E-cadherin were properly expressed and localized in the KO alveolar epithelial cells (S4A Fig). Mice deficient of BTN [21] or heterozygous for XOR [23] had defective lipid droplet secretion and accumulated large lipid droplets in the cytoplasm of mammary epithelial cells after parturition. Expression of BTN and XOR or the XOR reductase activity was indistinguishable between WT and KO mammary glands (S4B–S4D Fig). Expression of lipid droplet surface protein Plin2 or Cidea was also unchanged between WT and KO mammary glands (S4B Fig) [24, 40]. Mice deficient of Src or its binding protein AFAP1 exhibit retention of large CLDs [20, 25]. However, there was no significant difference in Src signature [45] (NES = -1.09, *P* = 0.285) between WT and KO mammary glands (S4E Fig). Western blot analyses also revealed that neither Src expression nor its phosphorylation was disturbed in the lactating KO mammary glands (S4C Fig).

Expression of the genes regulating lipid biosynthesis increases at the onset of lactation [17, 27, 34]. SREBPs are the key transcription factors regulating fatty acid and cholesterol biosynthesis [31–33]. SREBP-1 was proposed as a critical regulator of milk lipid synthesis and secretion at lactation [17, 27, 34]. Genes regulating fatty acid synthesis (S5A and S5D Fig) [27] and SREBP target genes (S5C and S5F Fig) [46] were enriched, whereas genes regulating fatty acid oxidation (S5B and S5E Fig) [27] were negatively enriched in the lactating mammary glands compared to that at late pregnancy. The SREBP signature correlated to Th-POK expression levels during pregnancy and lactation (S5G and S5H Fig). Consistent to the defects in milk lipid production in the KO mammary glands, the SREBP signature and genes regulating fatty acid synthesis were enriched in the lactating WT mammary glands, whereas genes regulating fatty acid oxidation were enriched in the lactating KO mammary glands (Fig 5A–5C). 

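The SREBP target list held 36 genes of cholesterol synthesis and uptake and of fatty acid synthesis, all of them on the array. Its NES was -2.29 (standard error 0.39, adjusted p = 0.00935 from permutations of the gene set). Per array, the list had a mean log2 signal of 11.85 ± 0.50 (SD, n = 4) in WT glands and 10.66 ± 0.70 (SD, n = 4) in KO glands, a difference of -1.20 (exact permutation test, p = 0.0571, adjusted p = 0.0857) that was below 0 in 4 of 4 pairs. Each of the 36 genes was lower in the KO glands on average. The difference passed the threshold in limma for 11 genes after adjustment over all genes and for 18 adjusted over the list alone, and 9 differed by at least 2-fold as well. Srebf1 fell by 1.31 on the log2 scale (standard error 0.19, adjusted p = 0.00880 from limma) and Mvd fell by 1.74 (standard error 0.25, adjusted p = 0.00873). Insig1 fell by 2.30 (standard error 0.45, adjusted p = 0.0180), a call that was lost without the first KO array (adjusted p = 0.0516) or the third (adjusted p = 0.0506). With the correlation between genes estimated from the arrays in camera, the list as a whole did not pass (adjusted p = 0.310).

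The fatty acid synthesis list, with 17 genes of which 9 were also SREBP targets, scored -1.88 (standard error 0.27, adjusted p = 0.0112). Its mean log2 signal was 13.84 ± 0.66 (SD, n = 4) in WT glands and 12.77 ± 0.70 (SD, n = 4) in KO glands, and at -1.06 the difference left the genotypes overlapping (exact permutation test, p = 0.114, adjusted p = 0.114), although it was below 0 in 4 of 4 pairs. All 17 genes were lower in the KO glands on average, 2 of them past the threshold in limma over all genes and 5 adjusted over the list alone. The score did not pass with the Reactome list of fatty acyl-CoA synthesis, with 19 of 21 genes on the array (NES -1.41, adjusted p = 0.0659), by the rotation test fry (adjusted p = 0.0829, or 0.0127 with the replicate number as a block) or by camera with an estimated correlation (adjusted p = 0.358).

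The fatty acid oxidation list of 23 genes, all on the array, scored 1.78 (standard error 0.49, adjusted p = 0.00943). Its mean log2 signal rose from 12.00 ± 0.25 (SD, n = 4) in WT glands to 12.31 ± 0.23 (SD, n = 4) in KO glands, by 0.31, which lay within the spread between arrays (exact permutation test, p = 0.114, adjusted p = 0.114) and was above 0 in 3 of 4 pairs. In the list, 19 genes were higher and 4 lower in the KO glands, and 2 passed the threshold in limma, over all genes as well as adjusted over the list alone. They were Etfdh, with a log2 fold change of 0.79 (standard error 0.14, adjusted p = 0.0149, or 0.0505 without the third KO array), and Acadm, with 0.66 (standard error 0.17, adjusted p = 0.0361). The call of Acadm was lost with the replicate number as a block (adjusted p = 0.0647), without either of 2 WT arrays (the second, 0.0735, and the third, 0.0640) or any of KO arrays 1 to 3 (0.0637, 0.0835 and 0.0875), with the 75th percentile scaling (0.0501), with no filter on dim probes (0.0530) and by the methods' t-test (0.0678). Without the second KO array the score was 1.47 (adjusted p = 0.0859). It was 1.43 with the lower limit that the GSEA program sets on each SD (adjusted p = 0.109) and 0.52 for the 15 genes of the Reactome list of mitochondrial beta-oxidation (adjusted p = 0.974). By fry the adjusted p was 0.118, and by camera with an estimated correlation 0.375. The paper relates these enrichments to the defects in milk lipid production of the KO glands and sets them beside nuclear SREBP1 levels and RT-qPCR of SREBP pathway genes (Fig 5D–5G).

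**Figure D1:**
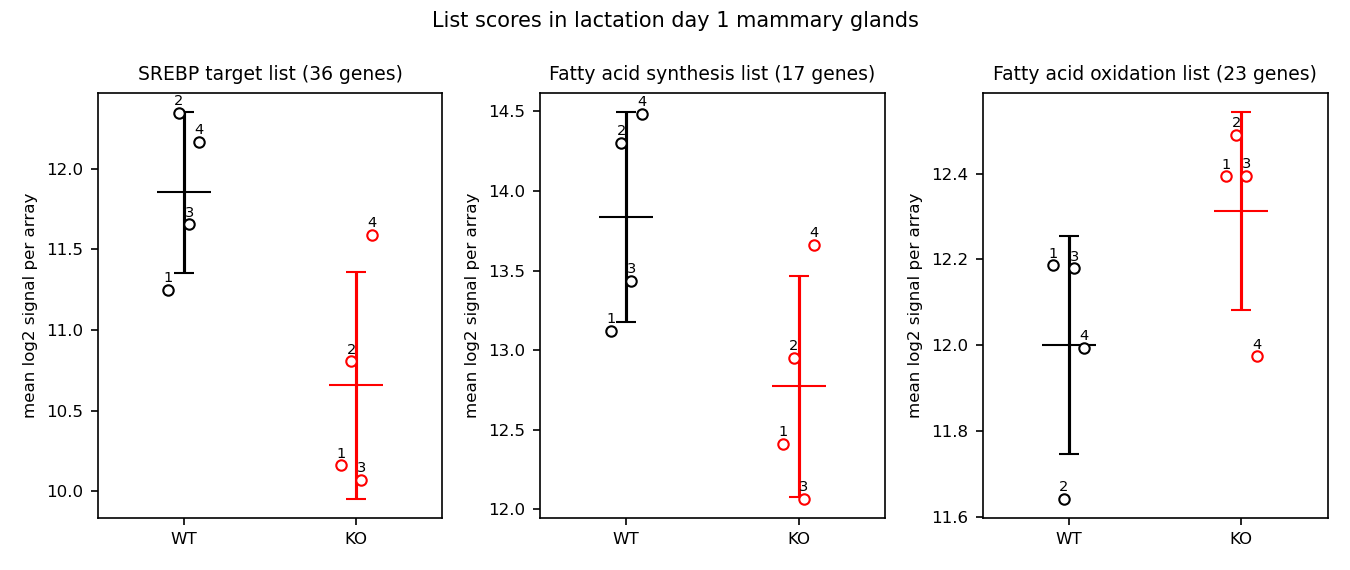
Mean log2 signal of the genes of each list on each array (vertical axes, which do not start at 0), for 4 WT (black) and 4 KO (red) glands at lactation day 1; circles are single arrays with their replicate number, the horizontal line is the mean and the bar is ± 1 SD. KO array 4, at 11.59 on the SREBP target list, lies above WT array 1 at 11.25, and at 11.97 on the fatty acid oxidation list it lies below the WT mean of 12.00.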

Higher levels of nuclear SREBP1 were detected in the lactating wild-type mammary glands, compared to the KO mammary glands (Fig 5D and 5E). RT-qPCR analyses revealed that genes in the SREBP pathway were significantly downregulated in the lactating KO mammary glands and isolated mammary epithelial cells (Fig 5F and 5G). Th-POK is upregulated at late pregnancy and lactation (Fig 1K–1M and S1 Fig). Lactogenic factors insulin, but not prolactin or dexamethasone, induced Th-POK expression in HC11 mammary epithelial cells (Fig 5H and 5I). Expression of Th-POK in HC11 cells potentiated SREBP target gene expression (Fig 5J), whereas Th-POK deficiency compromised SREBP target gene expression in primary mammary epithelial cells upon insulin stimulation (Fig 5K), suggesting Th-POK regulates insulin-induced SREBP pathway by cell autonomous mechanism in mammary epithelial cells.

**Fig 5:**
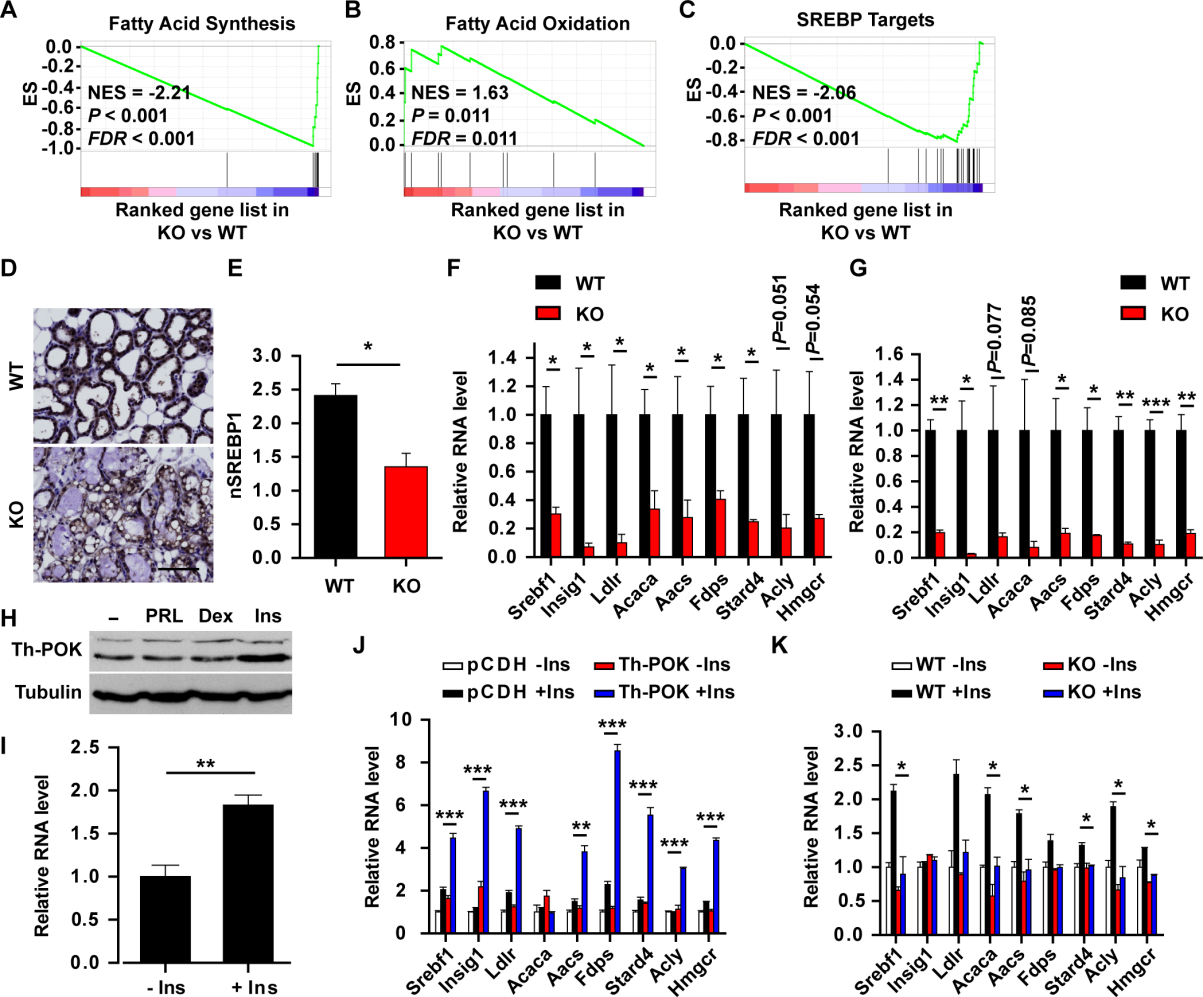
Th-POK deficiency impairs SREBP pathway in lactating mammary glands. (A-C) GSEA analyses of genes regulating fatty acid synthesis (A) and oxidation (B) and SREBP target genes (C) in KO mammary gland compared to the WT mammary gland at lactation day 1. ES: Enrichment score. NES: normalized enrichment score. *FDR*: false discovery rate. (D) Immunostaining of SREBP1 on mammary gland sections from WT and KO mice at lactation day 1. Scale bar: 100μm. (E) Score of nuclear SREBP1 in WT or KO mammary epithelial cells at lactation day 1 (N = 3, five fields/mice). (F) RT-qPCR analyses of SREBP target gene expression in mammary glands (N = 4 mammary glands from individual mice) at lactation day 2. (G) RT-qPCR analyses of SREBP target gene expression in isolated mammary epithelial cells (N = 3) from WT and KO mice at lactation day 2. (H) Western blot analysis of Th-POK expression in HC11 mammary epithelial cells treated with prolactin, dexamethasone or insulin. (I) RT-qPCR analyses of Th-POK expression in HC11 cells treated with or without insulin (N = 3). (J) RT-qPCR analyses of SREBP target gene expression in Th-POK-expressing HC11 cells treated with or without insulin (N = 3). (K) RT-qPCR analyses of SREBP target gene expression in primary WT and KO mammary epithelial cells treated with or without insulin (N = 2). Data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001.

### Th-POK regulates SREBP through IRS-1-Akt-mTOR pathway

Akt-Mammalian target of rapamycin (mTOR) signaling is a central regulator of growth and metabolism [19, 37, 47–50]. SREBP and MTORC1 signatures correlated to each other during pregnancy and lactation (S5I and S5J Fig), and in the WT and KO mammary glands at lactation day 1 (Fig 6A), supporting previous findings that mTOR promotes lipid synthesis by activating SREBP-1 [19, 35–37, 50–53]. 

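For the lactating glands, the score of a list on an array was the mean log2 signal of its genes. The mTORC1 list used here held genes of glycolysis, the pentose phosphate pathway and amino acid supply that mTORC1 induces, and shared 0 genes with the SREBP target list. Over the 8 arrays the scores correlated with Pearson's r = 0.979 (exact permutation test, p = 0.000248) and Spearman's rho = 0.952 (exact permutation test, p = 0.00114), and this was the 1 relation tested. On the SREBP score the genotypes overlapped, with a KO array at 11.59 and a WT array at 11.25. On the mTORC1 score all WT arrays lay above all KO arrays, but the gap between the genotypes was 0.03, against a widest gap of 0.13 between neighbouring WT arrays and of 0.17 between neighbouring KO arrays. Without KO arrays 1 and 3, which lay farthest from the median SREBP score, r was 0.958 (exact permutation test over 6 arrays, p = 0.00556). Each genotype was on a slide of its own with 4 arrays, too few for a correlation within it. After the mean of each genotype was subtracted, r was 0.976 (permutation within the genotypes, p = 0.00521). The relation depended on how the genes were combined: with the median of the genes as the score in place of their mean, r was 0.54 (exact permutation test, p = 0.171). Among 10000 random lists of genes matched to the mTORC1 list on number and mean signal, 0.33% correlated with the SREBP score as strongly, and the median size of r among them was 0.605.

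**Figure D2:**
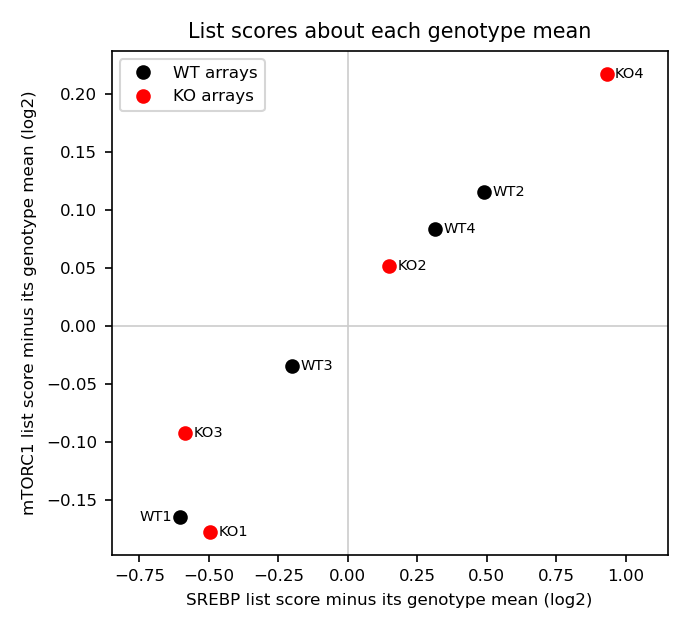
SREBP list score (horizontal axis) and mTORC1 list score (vertical axis) of each array after the mean of its genotype was subtracted, both in log2 units; black points are WT arrays and red points KO arrays. Within both genotypes the arrays with a higher SREBP score have a higher mTORC1 score, except that KO array 1 has a lower mTORC1 score (-0.18) than KO array 3 (-0.09) at a higher SREBP score.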

MTORC1 signature [41] and genes upregulated by mTOR signaling [54] were significantly enriched in the lactating mammary glands (S6A–S6D Fig). mTOR signaling was active at late pregnancy that was further activated upon parturition (S6E Fig). These promoted us to study if Th-POK functions through mTOR in the mammary glands. The MTORC1 signature [41] correlated to Th-POK expression levels during pregnancy and lactation (S6F and S6G Fig), and were negatively enriched in the KO mammary glands, compared to the WT mammary glands (Fig 6B and 6C). mTOR signaling was less activated in the alveolar epithelial cells in the KO mice at late pregnancy that was minimally further activated upon parturition (S6E Fig). 

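At lactation day 1, the mTORC1 list, of which 42 of 44 genes were on the array, scored an NES of -1.96 (standard error 0.50, adjusted p = 0.00935 from permutations of the gene set). Its mean log2 signal was 12.17 ± 0.13 (SD, n = 4) in WT glands and 11.75 ± 0.17 (SD, n = 4) in KO glands, and all 4 WT arrays lay above all 4 KO arrays (difference -0.42, exact permutation test, p = 0.0286, adjusted p = 0.0857). The nearest arrays of the genotypes were WT array 1 at 12.00 and KO array 4 at 11.97. In the list, 36 genes were lower and 6 higher in the KO glands. By limma, 9 passed the threshold over all genes and 14 adjusted over the list alone, all of them lower. Mthfd2 fell by 1.40 on the log2 scale (standard error 0.19, adjusted p = 0.00699 from limma) and the glucose transporter gene Slc2a1 fell by 0.89 (standard error 0.15, adjusted p = 0.0140). With a correlation between genes estimated from the arrays, camera did not call the list (adjusted p = 0.310). The Reactome list of mTOR signalling, which holds components of the pathway and not its targets, went the other way (NES 0.75, adjusted p = 0.817, 25 of 27 genes on the array).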

Phosphorylation levels of Akt, mTOR, S6 kinase and S6 were significantly decreased in the lactating KO mammary glands (Fig 6D–6F and S6E Fig). Overexpression of Th-POK in HC11 cells significantly enhanced insulin-induced activation of Akt-mTOR signaling (Fig 6G). Mcl-1 is a key pro-survival factor during lactation, which is induced by mTORC1 signaling [49]. In the lactating Th-POK KO mammary glands, Mcl-1 protein levels were reduced to ~50% of that in the WT tissues (Fig 6D). Th-POK significantly induced Mcl-1 expression in HC11 cells (Fig 6G).

**Fig 6:**
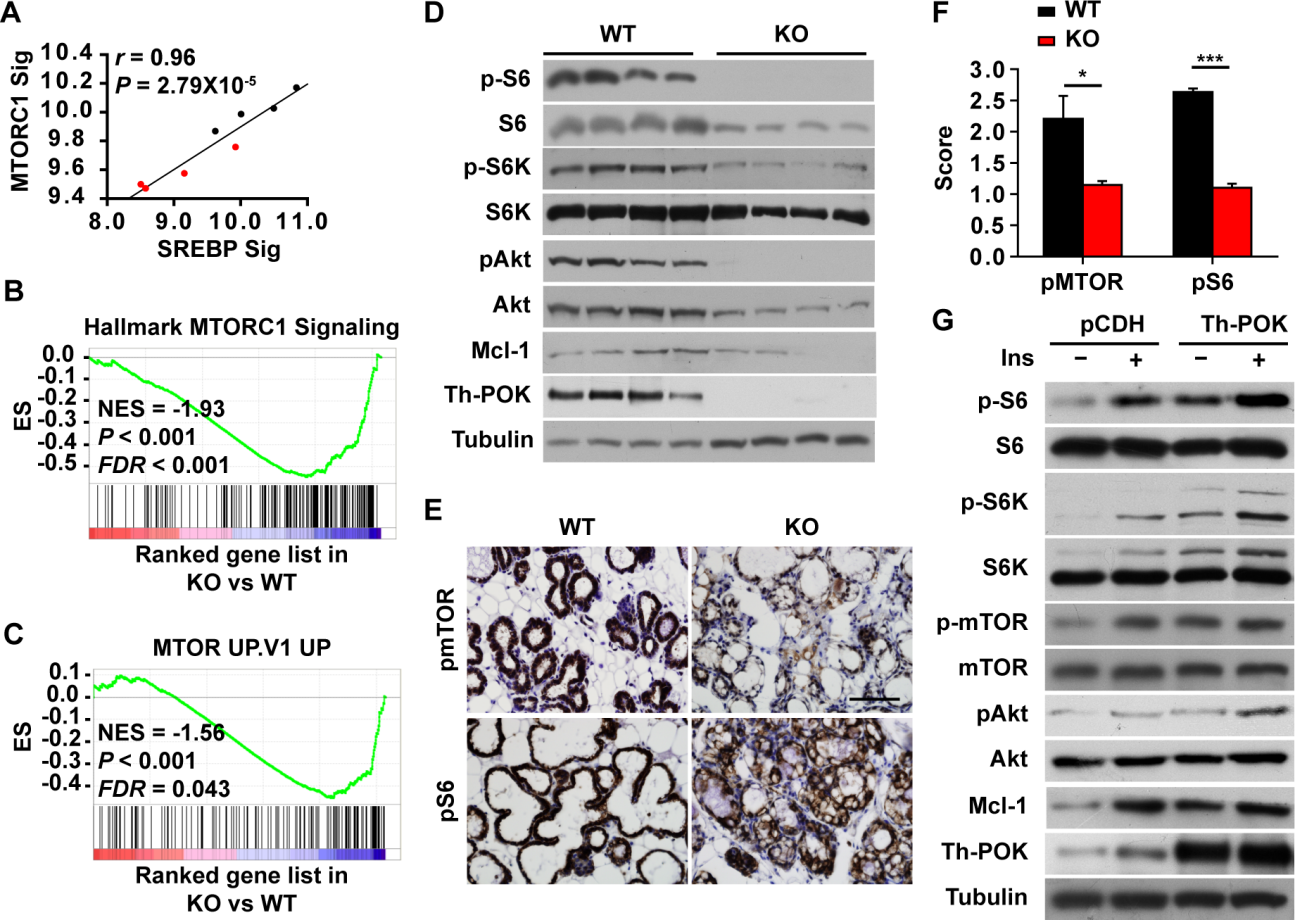
Th-POK regulates insulin-induced activation of mTOR pathway. (A) SREBP signature is significantly correlated to mTORC1 signature in lactating mammary glands. Black dots: lactating wild-type mammary glands; red dots: lactating knockout mammary glands. (B and C) GSEA analyses of mTORC1 gene signature (B) and genes upregulated by mTOR (C) in KO mammary gland compared to the WT mammary gland at lactation day 1. ES: Enrichment score. NES: normalized enrichment score. *FDR*: false discovery rate. (D) Western blot analyses of Akt-mTOR pathway in mammary glands (4 biological replicates) from WT and KO mice at lactation day 2. (E) Immunostaining of pmTOR and pS6 on mammary gland sections from WT and KO mice at lactation day 1. Scale bar: 100μm. (F) Score of pmTOR and pS6 in WT or KO mammary epithelial cells at lactation day 1 (N = 3, five fields/mice). Data are presented as mean ± SEM. *P < 0.05, ***P < 0.001. (G) Western blot analyses of Akt-mTOR pathway in Th-POK-expressing HC11 cells treated with insulin.

Th-POK deficiency downregulated insulin receptor substrate-1 (IRS-1), Akt1 and mTOR expression in lactating mammary glands (Fig 7A–7E). Overexpression of Th-POK in HC11 cells significantly upregulated IRS-1 expression (Fig 7F and 7G). IRS-1 is the major adaptor protein transducing insulin signaling. Mammary IRS-1 expression levels were increased upon parturition [55], and were significantly correlated to that of Th-POK and insulin receptor during pregnancy and lactation (S7 Fig). IRS-1-deficient mice displayed a reduction in insulin-dependent Akt activation in the mammary glands and reduced lactation capacity [55]. Potential Th-POK-binding site in the *Irs1* 5'-UTR, but not in the proximal promoter, effectively bound Th-POK (Fig 7H), suggesting Th-POK directly regulated IRS-1 expression. IRS-1 knockdown in HC11 cells significantly decreased Akt and S6 phosphorylation elicited by Th-POK overexpression (Fig 7I).

**Fig 7:**
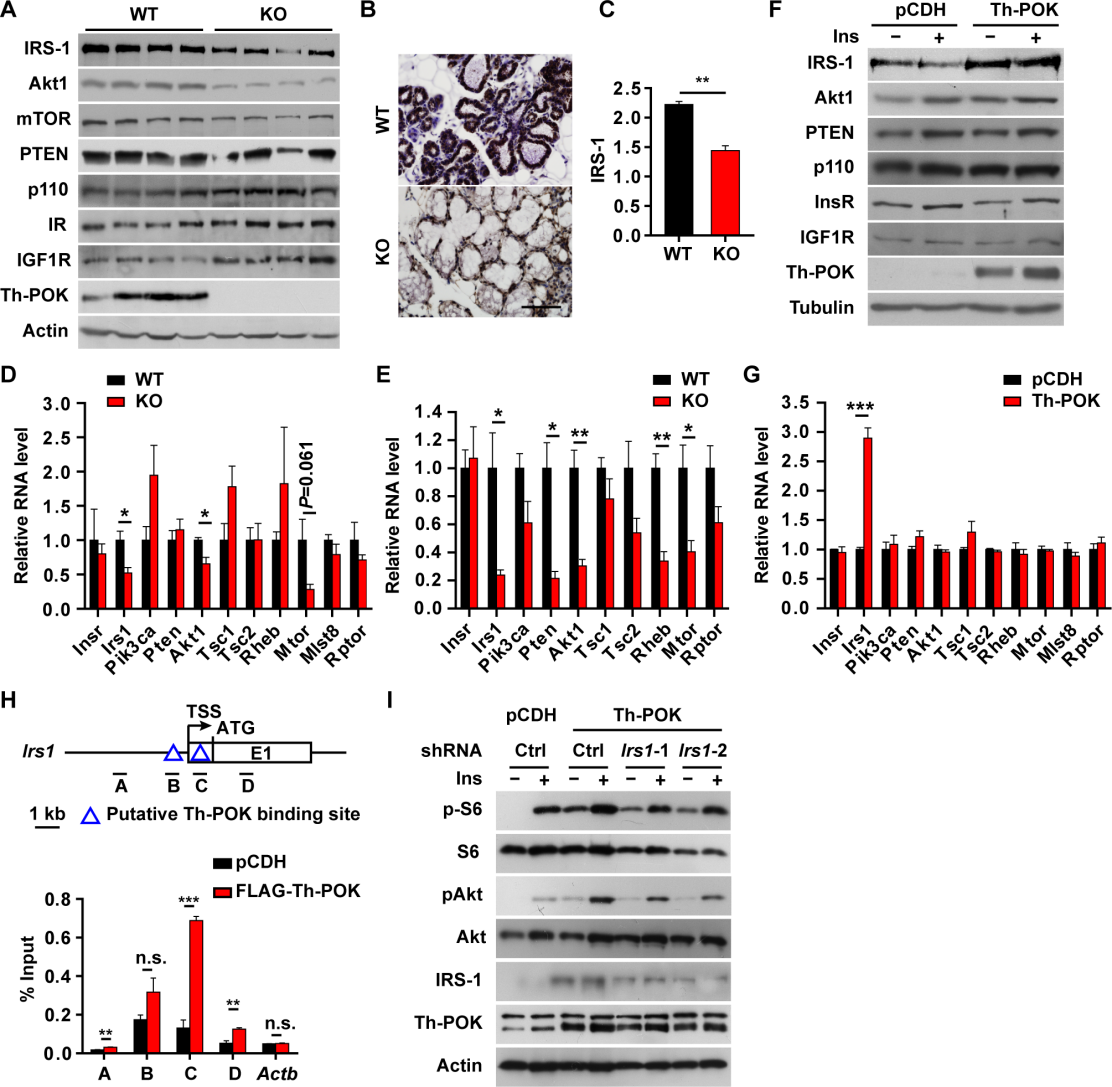
Th-POK regulates mTOR pathway through IRS-1. (A) Western blot analyses of Akt-mTOR pathway in mammary glands (4 biological replicates) from WT and KO mice at lactation day 2. (B) Immunostaining of IRS-1 on mammary gland sections from WT and KO mice at lactation day 1. Scale bar: 100μm. (C) Score of IRS-1 in WT or KO mammary epithelial cells at lactation day 1 (N = 3, five fields/mice). (D) RT-qPCR analyses of genes in Akt-mTOR pathway in mammary glands (N = 4) at lactation day 2. (E) RT-qPCR analyses of genes in Akt-mTOR pathway in isolated mammary epithelial cells (E, N = 3) from WT and KO mice at lactation day 2. (F) Western blot analyses of Akt-mTOR pathway in Th-POK-expressing HC11 cells treated with insulin. (G) RT-qPCR analyses of genes in Akt-mTOR pathway in HC11 cells expressing Th-POK (N = 3). (H) Schematic diagram of predicted Th-POK binding sites and regions amplified with corresponding PCR primers to detect ChIP products in *Irs1* locus (left). Lysates from FLAG-tagged Th-POK-expressing HC11 cells were prepared for the ChIP assay with anti-FLAG antibody (N = 3) (right). HC11 cells transduced with empty vector was used as control. *Actb* (β-actin) was used as negative control. (I) Western blot of analyses of Akt-mTOR pathway in Th-POK-expressing, IRS-1 knock-down HC11 cells. Data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001. n.s.: not significant.

## Discussion

Transition from pregnancy to lactation upon parturition is a critical event in producing sufficient milk and nutrients to the infants [12, 14, 17]. Such a process, however, is not well understood. In this report, we show that Th-POK, a key determinant in T cell development, is an important regulator of mammary gland lactation onset upon parturition. Th-POK is restrictedly expressed in the luminal epithelial cells in mammary glands that activates mTOR-SREBP signaling and lipid biosynthesis at the transition from pregnancy to lactation.

Th-POK is expressed in the mammary glands in a manner similar to GATA-3 (Fig 1), a transcription factor most highly expressed in the mammary glands [15, 16]. GATA-3-deficient mice exhibited severe defects in mammary gland development during puberty and defective alveolar differentiation during pregnancy [15, 16]. Although Th-POK is the master regulator in T cell fate determination downstream of GATA-3 [6, 7], Th-POK is not involved in regulating mammary epithelial cell fate determination (S2 Fig). Th-POK-deficient mice were largely normal in mammary gland development during puberty and pregnancy. GATA-3 regulates T cell differentiation via both Th-POK-dependent and -independent mechanisms [6]. GATA-3 may regulate mammary luminal cell differentiation independent of Th-POK. Effectors, e.g. FOXA1 [15] but not Th-POK, may account for the luminal cell fate determination in the mammary glands.

Th-POK expression is upregulated at late pregnancy and is maintained at high levels at lactation (Fig 1). Such expression kinetics indicates that Th-POK may function primarily at the lactation stage. Expression of milk proteins, e.g. caseins and WAP, is turned on at early- to mid-pregnancy [17]. In contrast, milk lipid synthesis mainly occurs at late pregnancy, and is sharply upregulated upon parturition [17]. The upregulated milk protein expression and secretion of lipid into the lumen are indicative of successful functional differentiation [12] and lactation onset [17], respectively. Deficiency of Th-POK did not affect milk protein production, but substantially decreased the amount of milk lipid (Fig 2). Such phenotypic abnormality further indicates that Th-POK is not involved in the regulation of mammary gland differentiation, but responsible for regulating efficient transition from pregnancy to lactation.

Interaction between XOR and BTN and XOR oxidoreductase activity are essential to the secretion of CLDs [21, 23, 26]. Th-POK, however, did not regulate XOR expression or activity. Rather, Th-POK regulates mTOR-SREBP pathway. Mammary epithelial cells coordinately upregulate multiple biosynthetic pathways in order to fulfill vast demand for milk lipid and protein production during lactation. Akt-mTOR signaling is a central regulator of metabolism [19, 37, 47–49]. Blockade of mTOR signaling results in lactational insufficiency and decrease in pup weight [49]. Akt-mTOR signaling promotes lipid synthesis by activating SREBP-1 [19, 35–37, 50–53], the latter was proposed as a critical regulator of transition from pregnancy to lactation [17, 20, 27, 34]. mTOR and SREBP-1 pathways were coordinately activated in mammary glands upon parturition. Th-POK regulates insulin-induced mTOR signaling and SREBP-1 activity by binding to *Irs1* locus and regulating IRS-1 expression (Fig 7). Deficiency of Th-POK compromised Akt-mTOR signaling and downstream SREBP activity. Conversely, insulin induced Th-POK expression in mammary epithelial cells (Fig 5). Therefore, Th-POK may function as a feed forward regulator of insulin signaling in the mammary glands. Interestingly, cytosolic NEFA level was increased in Th-POK deficient mammary epithelial cells (Fig 2). Expression of genes responsible for TAG synthesis was substantially decreased in Th-POK deficient mammary epithelial cells (Fig 2). mTOR signaling not only promotes lipid biogenesis, but also inhibits lipolysis [56]. Lipa expression was upregualted in Th-POK deficient mammary epithelial cells (Fig 2). High NEFA levels in Th-POK deficient mammary epithelial cells may be due to impaired TAG synthesis and enhanced TAG breakdown, as a result of reduced mTOR signaling. In addition to reduced mTORC1-mediated SREBP activation, high level cytosolic NEFA may further exert feedback inhibition on SREBP.

Besides IRS-1, expression of multiple components in the insulin-Akt-mTOR pathway were altered in the Th-POK deficient lactating mammary glands, e.g. Akt1 and mTOR. Akt1 were more significantly downregulated in the Th-POK deficient lactating mammary glands at the protein level than the mRNA level (Fig 7). Although Akt1 mRNA level was not changed, its protein level was significantly higher in the Th-POK expressing HC11 cells (Fig 7). In addition to the transcriptional regulation, Th-POK may regulate Akt-mTOR pathway at the protein level. Th-POK may also regulate the response of mammary epithelial cells to other lactogenic stimuli, e.g. prolactin, which coordinates the expression of milk protein and a subset of mammary epithelial cell specific lipogenic gene expression [30].

Defective transition from pregnancy to lactation in the Th-POK-deficient lactating mice is mainly attributed to the defects in the mammary epithelial cells in an autonomous manner. Transplanted Th-POK-deficient, but not the wild-type, mammary epithelial cells show defective transition upon parturition, independent of the Th-POK expression status in the mammary gland microenvironment (Fig 4). The possibility exists that Th-POK in the microenvironment may as well affect milk lipid biosynthesis and secretion in the alveolar epithelial cells. Although the difference was not statistically significant, size of the CLDs in the Th-POK deficient recipient mice was slightly larger than the ones in the wild-type recipient mice (Fig 4). Th-POK deficiency impairs CD4 T cell differentiation [1–3]. Infiltration of lymphocytes into the mammary gland during lactation is critical for the passive immunity to the newborn [57, 58]. It warrants further investigation whether Th-POK in the infiltrated immune cells regulates milk secretion process. Th-POK is recently reported to be expressed in the brown adipose and regulates brown fat development [59], providing another line of evidence that Th-POK regulates metabolic processes. Th-POK deficient mice lose mammary adipose tissues at lactation, despite mammary adipose tissues are largely normal at puberty and pregnancy (Fig 2 and S2 Fig). Fatty acids for milk lipid synthesis originate either from de novo lipogenic pathways within the alveolar epithelial cells, or from dietary fat and adipose tissues [60, 61]. De nove lipogenic pathways are the major source of fatty acids for milk triacylglycerol synthesis for mice on chow diet [60–62]. Th-POK deficient dams may mobilize more fatty acids from the mammary adipose tissues, due to misregulated lipogenesis in the Th-POK deficient alveolar epithelial cells.

Premature involution is frequently observed in mouse models with defects in secretory activation/initiation, including in the Th-POK deficient mice [20, 21, 23, 25]. Defective secretory activation/initiation triggers alveolar cell apoptosis and premature involution. Alternatively, existing premature involution program may impair milk production and secretion. Although apoptosis was detected in a small population of Th-POK deficient alveolar epithelial cells at lactation, no apoptotic cell was evident at late pregnancy (Fig 3). Expression of *Cebpd* and *Socs3* was upregulated in the lactating Th-POK deficient mammary glands (Fig 3). However, Th-POK does not affect the expression of *Cebpd* and *Socs3* in HC11 mammary epithelial cells (Fig 3), indicating that Th-POK does not proactively regulate *Cebpd* and *Socs3* expression and the premature involution program. mTOR pathway activation was impaired in the Th-POK deficient mammary glands. The difference in mTOR activity is already evident at late pregnancy (S6 Fig). Unlike in the wild-type mammary glands, mTOR signaling is not further activated in the Th-POK deficient mammary glands upon parturition (S6 Fig). Therefore, it is more likely that mTOR signaling is compromised in the Th-POK deficient alveolar epithelial cells and the resultant inability to initiate adequate milk secretion triggers involution program, i.e. Cebpd and Socs3 expression and alveolar epithelial cell apoptosis. Mcl-1 was recently reported as a key pro-survival factor during lactation [49]. Th-POK induces Mcl-1 expression (Fig 6). It warrants further investigation whether lower level Mcl-1, as a result of impaired mTOR signaling, is responsible for the induction of the premature involution in the lactating Th-POK KO mammary glands.

In summary, we discovered a novel physiological function of Th-POK in mammary glands. Th-POK is expressed in the mammary luminal epithelial cells. Unlike its role in T cell fate determination, Th-POK is not required for mammary epithelial cell fate determination and mammary gland development during puberty and pregnancy. Upregulated Th-POK expression in mammary glands at late pregnancy and lactation is necessary for mTOR-SREBP pathway-mediated lipid synthesis in the mammary epithelial cells. Ablation of Th-POK impairs secretory activation and efficient milk production upon parturition. These data demonstrate Th-POK as a critical regulator of mammary gland functions in lactation. Lineage-restrictedly expressed Th-POK exerts distinct and independent biological functions in T cells and mammary epithelial cells in a tissue-specific manner.

## Materials and methods

### Ethics statement

The mice were housed in a specific pathogen-free environment at the Shanghai Institute of Biochemistry and Cell Biology (SIBCB) and treated in strict accordance with protocols approved by the Institutional Animal Care and Use Committee of Shanghai Institute of Biochemistry and Cell Biology (Approval number: SIBCB-NAF-15-003-S325-006).

### Mice

Th-POK knockout mice in C57/Bl background were gift from Dr. R. Bosselut (National Institutes of Health, Bethesda, MD). The mice were fed with standard rodent chow diet. Age matched female mice were used.

### Survival rate and weight gain

Female mice were mated with males between age 10–12 weeks. Pup survival was calculated as the percentage of surviving pups in each litter at 48 hours postpartum [20]. For cross feeding experiment, 7 heterozygote pups born to wild-type female mice were fostered to each WT or KO mother at the time of parturition. The pups were weighed daily for 8 days and average pup weight was calculated. Survival of the pups was recorded to perform the Kaplan-Meier survival analysis.

### Milk analyses

Pups were removed for 3 hours at day 2 of lactation and dams were injected with 10 units of oxytocin to induce milk letdown. Milk was manually removed from the fourth mammary glands. For MFG detection, milk was diluted in PBS and stained with Bodipy @493/503 (Life Technologies). The captured images were analyzed by ImagePro Plus (v6.0, Media Cybernetics). Triacylglycerol analyses were performed following manufacturer's protocols (Triglycerides kit, Shanghai KEHUA bio-engineering CO.).

### Whole mount preparation and morphologic analysis

The carmine alum-stained whole mounts were prepared as described [63]. To measure ductal growth, the whole mounts of mammary glands stained with Carmine alum were imaged with a microscope. The captured images were imported to ImagePro Plus (v6.0, Media Cybernetics) and analyzed as described [64].

### H&E, immunofluorescent and immunohistochemical staining

Mouse mammary glands were isolated and fixed in 4% PFA followed by embedding in paraffin. Paraffin-embedded tissues were sectioned and stained with hematoxylin and eosin (H&E). The immunofluorescent and immunohistochemical staining were performed as previously described [65]. Sections were incubated at 4°C overnight with primary antibodies. Antibodies used are listed in S1 Table. H-score was used for semi-quantitative analysis of the immunohistochemical staining. Mammary epithelial cells (three mice and five randomly selected fields of each sample) were counted, and the H-score was calculated by adding the percentage of strongly stained (×3), moderately stained (×2), and weakly stained cells (×1) as described [66, 67]. H-score has a possible range of 0–3. Fore regions of the mammary glands were compared in the histological and immunohistochemical analyses.

### BrdU incorporation

Two hours before sacrifice, mice were injected intraperitoneally with 5 μl BrdU/g of body weight (Roche). Mammary glands were prepared as described above. For detection of incorporated BrdU, 7-μm sections were processed according to the manufacturer’s instructions (Roche). The BrdU-positive and total mammary epithelial cells were counted. Three mice and five randomly selected fields of each sample were analyzed.

### Mammary fat pad transplantation and analysis

Mammary fat pad transplantation experiment was performed as described [68]. Mammary epithelial cells isolated from wild-type or Th-POK-deficient mice were injected into the cleared fat pads of 3-week-old wild-type or Th-POK-deficient female mice. 8–10 weeks after surgery, the mice were mated with wild-type male mice. Reconstituted mammary glands were harvested after parturition at lactation day 2, and subjected to paraffin embedding, histology and immuno-staining.

### Primary mammary epithelial cell isolation

Mammary glands from 8- to 12-wk-old virgin female mice or mice at lactation day 2 were isolated. The minced tissue was digested in RPMI 1640 with 25 mM HEPES, 5% FBS, 1% PSQ, 300U/mL Collagenase III (Worthington) for 2 hours at 37°C. After lysis of the red blood cells, single cell suspension was obtained by sequential incubation with 0.25% Trypsin-EDTA for 5 min and 0.1 mg/mL DNase I (Sigma) for 5 min at 37°C with gentle pipetting, followed by filtration through 40-μm cell strainers. The antibodies used for flow cytometry were: PE-conjugated CD31, CD45, TER119 (BD PharMingen), CD24-PE/cy7 and CD29-APC (Biolegend). All sorting was performed using FACSAria or FCASJazz (Becton Dickinson). The purity of sorted population was routinely checked and ensured to be >95%. Cells were harvested for quantitative RT-PCR experiments. For insulin treatment experiment, primary mammary epithelial cells were seeded in DMEM (Invitrogen) supplemented with 10% FBS. Adhered cells were treated with 10μg/mL insulin for 24 hours and were harvested for quantitative RT-PCR experiments. Cytosolic triacylglycerol and nonesterified fatty acid in primary mammary epithelial cells were quantified following manufacturer's protocols (Triglycerides kit, Shanghai KEHUA bio-engineering CO., and LabAssay NEFA kit, Wako).

### Cell lines

HC11 cells (generously provided by Dr. Peng Li, Tsinghua University) were cultured in 1640 (Invitrogen) supplemented with 10% fetal bovine serum (FBS, Biochrom), 100 units/ml penicillin, 100 μg/ml streptomycin (Invitrogen), 5 μg/ml insulin (Sigma) and 20 ng/ml EGF (Abcam) in 5% CO_2_ at 37°C. The cell lines were routinely tested for mycoplasma contamination. For insulin treatment experiments, HC11 cells were cultured in the absence of insulin and EGF overnight before 5μg/mL insulin treatment for 24 hours. Cells were harvested for western blotting and quantitative RT-PCR experiments.

### Plasmids

FLAG-tagged Th-POK was subcloned into pCDH-puro lentiviral vector [11]. The shRNA sequences were cloned into the pLKO.1-puro lentiviral vector. The shRNA target sequences were 5’-GCCTGGAGTATTATGAGAACG-3’ and 5’-GCGATTTCCGAAGTTCCTTCC-3’ (mouse IRS-1). Virus packaging and infection were performed as described [65].

### Western blot analysis

Western blot analysis was performed as previously described [65]. Antibodies used are listed in S1 Table.

### Quantitative RT-PCR

Total RNA was prepared from mouse tissues or HC11 cells using Trizol reagents (Invitrogen). Equal amounts of RNA from mammary gland were subjected to quantitative RT-PCR using SYBR green with the BIO-RAD Q-PCR Systems according to the manufacturer's protocol. Relative expression levels were calculated using the comparative CT method. Gene expression levels were normalized to Actin. The primers used are listed in S2 Table.

### ChIP analysis

Real-time PCR-based ChIP analysis was performed as described previously [69]. Cells were incubated with medium containing 0.9% formaldehyde for 10 min at room temperature. Sonicated chromatin fragments averaged ~300 to 500 bp. Soluble chromatin was incubated with the M2 Anti-FLAG Agarose (Sigma). DNA was quantitated by real-time PCR. The amounts of products were determined relative to input chromatin. The primers used are listed in S2 Table.

### Microarray and GSEA analysis

Gene expression profiles of mammary gland tissues from wild-type and Th-POK knockout mice on lactation day 1 were analyzed using Agilent Mouse 4 × 44 K Gene Expression Arrays, following the manufacturer's instructions. Four independent sets of biological replicates of mammary gland samples were used. Data were normalized by Quantile algorithm, Gene Spring Software 11.0 (Agilent technologies, USA). Gene expression data are available at the Gene Expression Omnibus (GEO) under accession number GSE97566. Gene expression data of mammary glands during pregnancy, lactation, and involution were downloaded from GEO (GDS2843 and GDS1805) [17, 27]. Gene set enrichment analysis (GSEA) were performed on gene signatures obtained from the MSigDB database v5.0 (March 2015 release) [27, 41, 46, 54]. Statistical significance was assessed by comparing the enrichment score to enrichment results generated from 1,000 random permutations of the gene set to obtain *P* values (nominal *P* value) and false discovery rate (*FDR*).

### Statistics

Sample size for each figure is denoted in the figure legends. Statistical significance between conditions was assessed by two-tailed Student’s *t*-tests. For multiple group comparison, two-way Anova analysis was performed followed by Bonferroni's multiple comparison test. All error bars represent SEM, and significance is denoted as *P < 0.05, **P < 0.01 and ***P < 0.001. n.s. denotes not significant.

## Supporting information

S1 Fig Th-POK expression increases at late pregnancy and lactation. Th-POK expression at pregnancy and lactation in microarray datasets GDS2843 (A) and GDS1805 (B). Data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, compared to the first time point.
(TIF) Click here for additional data file.

S2 Fig Normal mammary gland development during puberty and pregnancy in Th-POK knockout mice. (A) Carmine-stained whole-mounted mammary glands from 5-, 7- and 10-week-old WT and KO virgin mice. Scale bar: 4mm. (B) Average ductal length of the fourth inguinal mammary glands (WT = 5, 8, 5; KO = 3, 7, 4 for 5-, 7-, and 10-week-old mice). (C) Numbers of terminal end buds in the fourth inguinal mammary glands from 5-week-old virgin mice (WT = 6, KO = 4). (D) Hematoxylin-and-eosin-stained sections of mammary glands from 5-, 7- and 10-week-old WT and KO mice. Scale bars: 100μm. (E) Carmine-stained whole-mounted mammary glands from WT and KO mice at pregnancy day 5.5 or 12.5. Scale bar: 2mm. (F) Hematoxylin-and-eosin-stained sections of mammary glands from WT and KO mice at pregnancy day 5.5 or 12.5. Scale bars: 100μm. (G) BrdU analysis of mammary glands from WT and KO mice at pregnancy day 5.5, 12.5 or 17.5. Scale bar: 25μm. (H) Quantitative analysis of BrdU analysis in (G) (N = 3, six fields/mice). Data are presented as mean ± SEM. n.s.: not significant.
(TIF) Click here for additional data file.

S3 Fig Normal milk protein production in Th-POK knockout mice. (A) RT-qPCR analyses of expression of β-casein, whey acidic protein (WAP) and α-lactalbumin in mammary glands from WT and KO mice at lactation day 2 (N = 4). Data are presented as mean ± SEM. n.s.: not significant. (B and C) Milk was collected from fourth mammary glands following oxytocin stimulation at lactation day 2. (B) Milk protein concentration was compared (N = 4 each). (C) Equal volumes of milk collected from WT or KO mice were analyzed by SDS-PAGE and coomassie brilliant blue staining.
(TIF) Click here for additional data file.

S4 Fig Impaired lipid secretion in Th-POK knockout mice is not due to defects in known pathways. (A) Immunostaining of Ezrin or E-cadherin (E-Cad) on section of mammary glands from WT and KO mice at lactation day 1. Scale bar: 25μm. (B) RT-qPCR analyses of expression of perilipin2 (*Plin2*), butyrophilin (*Btn*), xanthine oxidoreductase (*Xor*) and *Cidea* in mammary glands from WT and KO mice at lactation day 1 (N = 4). (C) Western blot analysis of XOR expression and Src phosphorylation in mammary glands from WT and KO mice at lactation day 2. (D) XOR activity from WT and KO mice at lactation day 2 (N = 4). Data are presented as mean ± SEM. n.s.: not significant. (E) GSEA data showing the enrichment of Src oncogenic signature in mammary glands at lactation day 1, compared to those at pregnancy day 19 (upper panel). No significant difference between mammary glands from WT and KO mice at lactation day 1 (bottom panel). NES: normalized enrichment score. *FDR*: false discovery rate.
(TIF) Click here for additional data file.

S5 Fig SREBP pathway is activated in mammary glands upon parturition. (A-F) GSEA analyses of genes regulating fatty acid synthesis (A and D), genes regulating fatty acid oxidation (B and E), and SREBP gene signature (C and F) in mammary glands at lactation day 1 compared to those at pregnancy day 19 in microarray dataset GDS2843 (A-C) or at pregnancy day 17 in microarray dataset GDS1805 (D-F). NES: normalized enrichment score. *FDR*: false discovery rate. (G and H) Correlation of Th-POK expression to SREBP signature at pregnancy and lactation in microarray datasets GDS2843 (G) and GDS1805 (H). (I and J) Correlation of SREBP signature to MTORC1 signature at pregnancy and lactation in microarray datasets GDS2843 (I) and GDS1805 (J).
(TIF) Click here for additional data file.

S6 Fig mTOR pathway is activated in mammary glands upon parturition, and is coactivated with SREBP1. (A-D) GSEA analyses of mTORC1 gene signature (A and C) and genes upregulated by mTOR (B and D) in mammary glands at lactation day 1 compared to those at pregnancy day 19 in microarray dataset GDS2843 (A and B) or at pregnancy day 17 in microarray dataset GDS1805 (C and D). NES: normalized enrichment score. *FDR*: false discovery rate. (E) Immunostaining of pS6 on mammary gland sections from WT and KO mice at pregnancy day 17.5 (P17.5) and lactation day 1 (L1). Scale bar: 100μm. (F and G) Correlation of Th-POK expression to MTORC1 signature at pregnancy and lactation in microarray datasets GDS2843 (E) and GDS1805 (F).
(TIF) Click here for additional data file.

S7 Fig Expression of Th-POK, insulin receptor (*Insr*) and IRS-1 (*Irs1*) are highly correlated to each other at pregnancy and lactation in microarray datasets GDS2843 and GDS1805. (TIF) Click here for additional data file.

S1 Table Antibodies used in the study. (DOCX) Click here for additional data file.

S2 Table Primer used for RT-qPCR. (DOCX) Click here for additional data file.

# Supplementary material for: Th-POK regulates mammary gland lactation through mTOR-SREBP pathway
**Source:** PLoS Genet. 2018 Feb 8;14(2):e1007211. doi: 10.1371/journal.pgen.1007211
**Supplement:** S1 Table

**Table S1. Antibodies used in the study.**

| **Antibody** | **Supplier (Cat #)** | **Application/ Concentration** |
| --- | --- | --- |
| ZBTB7B (Th-POK) | Sigma (HPA006811), rabbit polyclonal | IHC, IF: 1:100 |
| ZBTB7B (Th-POK) | ProteinTech (11341-1-AP), rabbit polyclonal | WB: 1:1000 |
| Keratin 8 | DSHB (Troma1), rat monoclonal | IF: 1:100 |
| α-SMA | Sigma (A2547), mouse monoclonal | IF: 1:3000 |
| Wheat Germ Agglutinin (WGA), Alexa Fluor® 488 Conjugate | Invitrogen (W11261) | IF: 1:1000 |
| BODIPY@493/503 | Life Technologies (D3922) | 1:100 |
| ADFP/ADRP/Plin2 | Abcam (ab52356), rabbit polyclonal | IF: 1:3000 |
| Ezrin | Cell Signaling Technology (3145), rabbit polyclonal | IF: 1:100 |
| E-cadherin (24E10) | Cell Signaling Technology (3195), rabbit monoclonal | IF: 1:1000 |
| XOR | Santa Cruz (H1611), goat polyclonal | WB: 1:500 |
| Insulin receptor | Santa Cruz (Sc-711), rabbit polyclonal | WB: 1:1000 |
| IGF-1 receptor β | Cell Signaling Technology (14534), rabbit monoclonal | WB: 1:1000 |
| IRS-1 | ProteinTech (17509-1-AP), rabbit polyclonal | IHC: 1:200; WB: 1:1000 |
| PI3 Kinase p110α | Cell Signaling Technology (4249), rabbit monoclonal | WB: 1:1000 |
| PTEN | Cell Signaling Technology (9188), rabbit monoclonal | WB: 1:1000 |
| pAkt | Cell Signaling Technology (4058), rabbit monoclonal | WB: 1:1000 |
| Akt1 | Cell Signaling Technology (2938), rabbit monoclonal | WB: 1:1000 |
| Akt | Cell Signaling Technology (4685), rabbit monoclonal | WB: 1:1000 |
| Phospho-mTOR (Ser2448) | Cell Signaling Technology (2976), rabbit monoclonal | IHC: 1:100 |
| Phospho-mTOR (Ser2448) | Cell Signaling Technology (2971), rabbit monoclonal | WB: 1:1000 |
| mTOR | Cell Signaling Technology (2983), rabbit monoclonal | WB: 1:1000 |
| Phospho-p70 S6 Kinase Thr389 | Cell Signaling Technology (9205), rabbit polyclonal | WB: 1:1000 |
| p70 S6 Kinase | Cell Signaling Technology (2708), rabbit monoclonal | WB: 1:1000 |
| Phospho-S6 Ribosomal Protein (Ser240/244) | Cell Signaling Technology (5364), rabbit monoclonal | IHC: 1:2000 |
| Phospho-S6 Ribosomal Protein (Ser240/244) | Cell Signaling Technology (2215), rabbit monoclonal | WB: 1:1000 |
| S6 | Cell Signaling Technology (2217), rabbit monoclonal | WB: 1:1000 |
| Cleaved Caspase-3 | Cell Signaling Technology (9661), rabbit polyclonal | IHC: 1:100 |
| Mcl-1 | ProteinTech (16225-1-AP), rabbit polyclonal | WB: 1:1000 |
| SREBP-1 | Santa Cruz (H160), rabbit polyclonal | IHC: 1:100 |
| α-Tubulin | Sigma (T5168), mouse monoclonal | WB: 1:15000 |
| β-actin | Sigma (A2228), mouse monoclonal | WB: 1:20000 |
| Lamin B | Abcam (ab16048), rabbit polyclonal | WB: 1:3000 |

# Supplementary material for: Th-POK regulates mammary gland lactation through mTOR-SREBP pathway
**Source:** PLoS Genet. 2018 Feb 8;14(2):e1007211. doi: 10.1371/journal.pgen.1007211
**Supplement:** S2 Table

**Table S2. Primer used for RT-qPCR.**

How the deposited data were processed for this re-analysis (not part of the article)

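RNA from No. 4 mammary glands of 4 WT and 4 Th-POK KO dams at lactation day 1 was measured on 8 one-colour Agilent mouse arrays, 1 dam per array. Genotypes and replicate numbers were taken from the sample labels and the paper. The authors deposited, for each array, the scanner output of Agilent's Feature Extraction software. The intensities the authors deposited had been background-subtracted and detrended within each array by that software, and not normalized between arrays. The authors also deposited a table of log2 values, which they had quantile-normalized in GeneSpring and in which the spots of a probe were already merged. Each column of that table correlated with the log2 processed intensity of the same array at r above 0.99, and the columns had a median of 6.32, so its scale is log2. It was used as an alternative only. The scanner output named the design by mouse build mm9. The gene table used here was of GRCm38.p6, so no coordinates are given.

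The processed intensities of non-control spots were put on the log2 scale and quantile-normalized between the 8 arrays with limma 3.58.1 in R 4.3.3. Spots marked as outliers by the software (between 64 and 100 per array) were left out and the other spots of a probe averaged, which gave 41174 probes. Gene symbols came from the accession of each probe through the gene table: 26728 of 27094 probes with an NM accession matched, and 27479 probes in all matched 18749 symbols. Probes with no match were left out of the gene tests, a choice made after the data were examined, and 1 alternative keeps them. A probe entered where it was well above background on all 4 arrays of at least 1 genotype (27735 probes). A further 67 matched probes were left out because a marked spot left an array without a value. Each gene was represented by the probe with the highest mean signal, and 14137 genes were tested with limma and Benjamini-Hochberg adjustment. Counts of genes called take an adjusted p under 0.05 and a difference of at least 2-fold; a single gene or list is described as called, or past the threshold, on an adjusted p under 0.05 alone. For a gene not well above background on any array of a genotype, the fold change is a lower limit, computed from the mean of the bright genotype and, for each dim array, the higher of its lowest signal among probes well above background and the probe's own signal.

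Gene lists were written from general knowledge before the data were examined and are not the MSigDB sets of the paper. The 6 lists behind the paper's statements were tested by GSEA in fgsea 1.28.0 (fgseaSimple, weighted statistic, 1000 permutations of the gene set, 14136 genes ranked by signal-to-noise), adjusted over the 6. The form of signal-to-noise was not written down before the data were examined. A first look used a form in which the sum of the SDs is at least its 5th percentile. The form reported as the main result is the plain one without any limit, and both the first form and the one of the GSEA program, in which each SD is at least 0.2 of its mean, are given as alternatives chosen after the data had been seen. A pair of exploratory looks at the data preceded the computation of the results given. Beside GSEA, the mean log2 signal of each list per array was compared between genotypes by an exact two-sided permutation test over 70 relabelings of the arrays. Standard errors of a normalized enrichment score and of r are jackknife values over the 8 arrays. Another 10 lists (luminal epithelium, basal epithelium, adipocyte, macrophage, T cell, B cell, endothelium, fibroblast, milk proteins and triacylglycerol synthesis) were compared by the same exact test, adjusted over the 10. A list of 19 neutrophil genes was written after the values of Camp and Ngp had been seen.

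The genes named in the text follow a rule set before the data were examined: the 5 largest increases and 5 largest decreases among genes with an adjusted p under 0.05, with genotypes that do not overlap and a bright genotype well above background on all its arrays; genes the paper names; and up to 5 members of each list with the smallest p. By the same rule only those needed at a claim or in the closing observations are given. Alternatives were computed for 71 genes, some of which are not named. Dcst1, Ngp, Ltf, S100a8 and S100a9 fall outside that rule and were chosen after their values had been seen. The same holds for Lenep, Flad1 and Trim46 and for members named only to describe a list.

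The replicate numbers 1 to 4 appear in both genotypes, and the methods speak of independent sets of biological replicates without saying what a set shares. Deviations from the genotype means correlated between the WT and KO arrays of the same number at r = 0.22, 0.16, 0.30 and 0.28 (mean 0.243). The mean for different numbers was -0.079, which is no separate evidence. Deviations within a genotype sum to 0, so the first mean nearly fixes the second. Of the 24 ways to pair the arrays, 4 had every correlation over 0.1 and 2 had a mean as high. These counts do not establish a pairing. The numbers were treated as pairing the samples because every same-number correlation was over 0.1. Fits with the replicate number as a block are given where they change a call. Arrays in the same position of their slides did not deviate together (mean r = -0.236).

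Alternatives set before the data were examined were scaling to the 75th percentile, normexp background correction (offset 50) with quantile normalization, the authors' table, no filter on dim probes, a filter on all 8 arrays, the mean of the probes of a gene, each array left out in turn (with the normalization and filter of all 8 kept), the replicate block (for lists, ranking by the blocked moderated t), the methods' t-test, other thresholds, array weights, other rankings, camera, fry, 100000 permutations and Reactome lists distributed with fgsea. Camera and fry with the replicate block and an exact test over the signs of the differences within pairs were added after the data had been seen. The normexp alternative used the median signal of each spot, since the scanner output read here has no column for the mean signal. A block for slide or scan day could not be fitted, because all WT arrays were on 1 slide, all KO arrays were on another and all were scanned on 1 day.

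The scripts were tested on simulated data for the same comparison and 14137 genes. Of 200 genes changed by known amounts, 172 (86%) had an adjusted p under 0.05, all with the right sign. With a difference of at least 2-fold required as well, 4 unchanged genes were called, and 0 genes when none was changed. A planted list lowered by 1 on the log2 scale scored -2.74 (permutations of the gene set, p = 0.00202), and 3 of 100 random lists had a p under 0.05 by the same permutations. The simulated genes were drawn independently, so this says nothing about lists whose genes correlate between arrays. Figures were drawn with matplotlib 3.10.9. Expression series of pregnancy and involution that the paper took from other studies, the Src signature and the assays other than these arrays were not analysed here. Apart from the genes not needed, the result of 1 gene is not reported here.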

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

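The tests of a WT gland on a KO array, of a failed spot, of neutrophil genes, of the Dcpp probes and of the genes beside Zbtb7b were chosen only after the results had been seen.

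In each group of 4 arrays, the highest or lowest value was compared with its nearest neighbour for the 71 genes followed and the 16 lists. Of 174 such groups, 10 had a value far from the others, where chance alone sets apart about 1 in 20. KO array 4 held 4 of the 10. Its log2 signal was 11.67 for Acadl (13.02 to 13.19 on the other KO arrays), 10.56 for Cad (10.02 to 10.06) and 16.58 for Krt18 (16.99 to 17.02), each on the side of the WT mean (11.58, 11.24 and 16.23), and 1.67 for Rptor. Without it the adjusted p of Acadl in limma was 0.0417 in place of 0.106 (0.0417 to 0.242 with each array left out). Cad (adjusted p = 0.0200) and Krt18 (0.0349) passed the threshold with or without it, but Cad lost its call without WT array 2 (0.0501), WT array 3 (0.0530), KO array 1 (0.0558), KO array 2 (0.0517) or KO array 3 (0.0612). Krt18 lost its call without WT array 2 (0.0890), WT array 4 (0.0686), KO array 1 (0.0855), KO array 2 (0.0835) or KO array 3 (0.0947), with the 75th percentile scaling (0.0627), no filter (0.0519), the authors' table (0.0619) and the methods' t-test (0.0662). A WT gland or WT RNA on this array is argued against by Zbtb7b, whose log2 signal there was 1.598 and not well above background. A difference between the dams or between the gland samples of the KO group stays open and was not tested.

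Rptor was measured on KO array 4 at a log2 signal of 1.67 by its brighter probe and between 10.39 and 10.80 on the other 7 arrays. The second probe of the gene was 0.30 higher on that array than on the other KO arrays, not lower. The spot was not marked as an outlier by the software, but a failed spot is consistent with these values, so the log2 fold change of -2.40 for this probe (standard error 1.84, adjusted p = 0.376 from limma) may rest on it; without that array the difference was -0.21. No biological explanation was tested.

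KO array 1 stood apart for Socs3 (13.29, against 11.73 to 11.81 on the other KO arrays) and for Casp2 (12.42, against 12.60 to 12.62). Socs3 was called without it. Casp2 (0.54, adjusted p = 0.0282 from limma) was not, with 0.59 and an adjusted p of 0.0544, nor without WT array 2 (0.0729), WT array 3 (0.0700), KO array 2 (0.0682) or KO array 3 (0.0808). In the other 4 groups the probe was not well above background on any array of the group, so their values have no order: Pcdh15 on KO array 2 (1.46), Olfr1223 on KO array 3 (3.798), Dcpp1 on WT array 1 (2.28) and Ngp on WT array 2 (3.78). No explanation was tested for these.

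The largest increases in the KO glands were in genes that the paper does not discuss. Dcpp1 was at least 49.4-fold higher (adjusted p = 7.02e-05 from limma) and Dcpp2 at least 17.6-fold higher (adjusted p = 0.000190); neither was well above background on any WT array. Dcpp3 was well above background on 1 of the 4 WT arrays and was 62.1-fold higher with each WT array at no less than its detection limit (adjusted p = 0.000300). The genes are paralogs, and 1 transcript that binds the probes of all of them cannot be told apart from 3 transcripts that rise together: over the KO arrays the lowest correlation between their 4 probes, 2 of them for Dcpp1, was 0.995, and joint regulation would give the same. The slides cannot be told apart from the genotypes here either, although these probes also differed in parallel between the arrays of the KO slide, which a shift equal on all arrays of a slide would not give.

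Dmrtc2 was at least 10.73-fold higher in the KO glands (adjusted p = 0.000112 from limma), and no explanation was tested for it. Camp was at least 8.54-fold higher (adjusted p = 0.000300). A candidate explanation for Camp is a larger number of neutrophils or their precursors in the KO glands. The mean log2 signal of 14 other neutrophil genes on the array was 0.68 higher in the KO glands (exact permutation test, p = 0.0286, the smallest possible), but the list was written after Ngp had been seen to rise. By limma 2 of the 14 passed the threshold, Ngp and Ltf, and lactoferrin, the product of Ltf, is also a milk protein of the epithelium. Without those 2 the difference was 0.36 (exact permutation test, p = 0.114). S100a8 and S100a9, the most abundant transcripts of neutrophils, started from log2 signals of 10.83 and 10.61 in WT glands and changed by 0.49 (adjusted p = 0.357) and 2.19 (adjusted p = 0.0566, or 0.0459 with the replicate number as a block and 0.0323 without WT array 4, up to 0.130 with another array left out). Such a high baseline would hide a small number of added cells, so the explanation stays open.

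Among the largest decreases other than Zbtb7b, Mfsd2a was 13.9-fold lower in the KO glands (adjusted p = 0.0104 from limma) and Stum 7.22-fold lower (adjusted p = 0.00734), both measured on all 8 arrays. Olfr1223 was at least 2.61-fold lower (adjusted p = 0.0119) and Pcdh15 at least 1.80-fold lower (adjusted p = 0.000165), both from dim WT signals with no measurement on any KO array, and the second probe of Pcdh15 did not enter the test. No explanation was tested for these 4 genes, and the paper does not discuss them.

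Dcst1, the nearest tested gene on 1 side of Zbtb7b in the gene order of GRCm38.p6, was 8.79-fold higher in the KO glands (adjusted p = 2.58e-05 from limma), and all 3 of its probes rose (log2 differences of 3.14, 2.19 and 0.84). A candidate explanation is sequence of another strain carried along with the targeted locus. Of the 50 nearest tested genes on each side of Zbtb7b, 19 of 100 had an adjusted p under 0.05, against 16.5% of all others (Fisher's exact test, two-sided, p = 0.499). The nearest tested genes on the other side were lower: Lenep (-0.53, adjusted p = 0.0268 from limma) and Flad1 (-0.66, adjusted p = 0.0196). Farther out on the side of Dcst1, Trim46 (0.86, adjusted p = 0.0327) and Muc1 (-0.78, adjusted p = 0.0466) passed. The other genes among the 10 nearest on each side did not pass. A share over 50 genes a side neither shows nor excludes an effect on 1 or a few neighbours. A direct effect of the targeted allele on the genes beside it was not tested.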

How the results depend on the processing

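The 5th-percentile and GSEA-program forms of signal-to-noise, the use of all probes, camera and fry with the replicate block, and the test of signs within pairs were chosen after the data had been seen; all other alternatives were set before. Signal over background limits the genes at the dim end: 14137 of 18749 genes entered, and a gene below background in 1 genotype has only a limit there. A slide block and a scan day block could not be fitted.

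The targeted gene was lower in the KO glands in every array left out and every alternative that tested it. The number of genes changed between knockout and wild type lay within 1.5 times of 618 under 75th percentile scaling, the authors' table, no filter, a filter on all 8 arrays, the mean of probes, probes in place of genes, array weights, the replicate block (757) and the unadjusted methods' t-test (762). It was 299 with normexp, 321 with the methods' t-test after Benjamini-Hochberg, 132 at an adjusted p under 0.01 and 1091 over all probes; with no minimum fold it was 2331, since that leaves out a criterion. The methods' t-test without a minimum fold gave 4765 genes at an unadjusted p under 0.05 and 1389 after Benjamini-Hochberg. With each array left out in turn the number ran from 274 to 948. It was 948 without WT array 1, 294 without WT array 2, 345 without KO array 1 and 274 without KO array 3. The cause was not tested for these, apart from the smaller number of arrays. Of the 618 genes, 286 were among the 299 of normexp and 592 among the 642 of the 75th percentile scaling. Genes higher in the KO glands were 48.9% of the calls, 44.2% with the 75th percentile scaling and 57.9% with normexp.

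All 6 lists kept the sign of their NES with each array left out. The SREBP target list also kept its call in all of them and in every alternative except camera with an estimated correlation (adjusted p = 0.310, or 0.223 with the replicate block; range over its alternatives 6.35e-13 to 0.310). Over their alternatives the adjusted p ran from 1.52e-07 to 0.358 for fatty acid synthesis, 0.00291 to 0.974 for fatty acid oxidation, 6.98e-06 to 0.817 for mTORC1, 0.000120 to 0.310 for IL-6-JAK-STAT3 and 0.00686 to 0.744 for apoptosis. Camera with an estimated correlation gave 0.358 for fatty acid synthesis, 0.375 for fatty acid oxidation, and 0.310 each for the mTORC1, IL-6-JAK-STAT3 and apoptosis lists, and by its construction it counts the correlation between the genes of a list. With its preset correlation, camera called all 6, of which fry called 4, with 0.0829 for fatty acid synthesis and 0.118 for fatty acid oxidation. Reactome lists gave scores of -1.41 for fatty acyl-CoA synthesis, 0.52 for mitochondrial beta-oxidation and 1.49 for IL-6 signalling, none of them called, and reversed the sign with 0.75 for mTOR signalling and -0.88 for apoptosis. Those lists hold other genes, and the cause was not tested further. With the GSEA program's form of signal-to-noise, fatty acid oxidation scored 1.43 and IL-6-JAK-STAT3 1.32, and neither was called. Fatty acid oxidation ran from 1.47 to 2.16 with each array left out and lost its call without KO array 2 (1.47). The cause was not tested.

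The apoptosis list, just outside the threshold in the main result, was called under the 75th percentile scaling (1.45), normexp (1.46), no filter (1.52), the filter on all 8 arrays (1.44), the mean of probes (1.47), the authors' table (1.46), ranking by moderated t (1.604) or by log2 fold change (1.496), 100000 permutations (1.42), the 5th-percentile form of signal-to-noise (1.46), camera with its preset correlation (adjusted p = 0.0450) and fry (adjusted p = 0.0385). It was not called with the GSEA program's form. With each array left out its NES ran from 1.24 to 1.64 and it was called without WT array 1 (1.64) and KO array 3 (1.51). The cause was not tested.

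With the replicate number as a block and ranking by moderated t, the apoptosis list was called (NES 1.49). Ranking by moderated t without the block called it as well (1.604), so this call does not come from the block. Among the 71 genes followed, Stat3, Acaca, Aacs, Fdps, Acly, Scd2, Fads1 and S100a9 gained a call and Acadm, Epcam and Cd4 lost it. No other call among the normalized enrichment scores and these genes changed. It called 757 genes, 596 of them among the 618. In fry the block brought the call of fatty acid synthesis (adjusted p = 0.0127) and kept that of apoptosis (0.0292), while fatty acid oxidation again did not pass (0.237). Camera with its preset correlation lost the call of apoptosis with the block (0.0628). With an estimated correlation and the block camera called none of the 6, at 0.223 each for the SREBP targets and fatty acid synthesis, 0.481 for fatty acid oxidation, 0.128 each for mTORC1 and IL-6-JAK-STAT3 and 0.230 for apoptosis. For the mean log2 signals, the differences within the 4 pairs were tested over all 16 patterns of signs, which cannot give an exact p under 0.125, so this says nothing about their calls.

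Mean log2 signals of the 6 lists kept their sign in every alternative and array left out, and their adjusted exact p lay between 0.0571 and 0.257 in all of them. The correlation of SREBP and mTORC1 scores lay between 0.972 and 0.989 with each array left out and between 0.958 and 0.982 in the other alternatives, apart from 2. With the median of the genes as the score r was 0.54, and the cause was not tested. With the SREBP list joined to the mTORC1 list r was 0.999, which is fixed by construction, since 1 score then holds the genes of the other. Of the 10 other lists, 1 had an exact p under 0.05, luminal epithelium, and 1 to 2 with each array left out, with 2 without WT array 4 and without KO array 4. The share of changed genes beside Zbtb7b did not differ from that of other genes in any alternative.

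Small differences near 0 changed sign. The difference of the b cell list, mean log2 signal per array, went from 0.021 to -0.014 with the 75th percentile scaling and ran from -0.074 to 0.11 with each array left out, below 0 without WT array 1 (-0.061), WT array 4 (-0.021) and KO array 4 (-0.074). Lipa went from 0.14 to -0.011 with that scaling and ran from -0.094 to 0.37, below 0 without WT array 2 (-0.073) and KO array 2 (-0.094). The endothelium list ran from -0.12 to 0.018, the milk protein list from -0.18 to 0.0017 and Gpam from -0.25 to 0.023, above 0 without KO array 3 for both lists and without KO array 4 for Gpam. The cause was not tested. None of these was called in any of the settings.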

Differences from the paper's values

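The paper's scores were read from its figures and belong to MSigDB signatures, and the values here belong to other gene lists. Both rest on the same 8 arrays. The standard errors below are over arrays, so they serve as a yardstick only and do not measure the gap to the paper's values. A value within them is no sign of agreement. For fatty acid synthesis the paper's normalized enrichment score is about -2.2 in Fig 5A, read by eye, and the value here is -1.88 with a standard error of 0.27. Among the alternatives set before the data were examined, the values differed by less than that error with the authors' table (-1.93), with the replicate number as a block (-2.33), with ranking by log2 fold change (-2.24), without WT array 3 (-1.97) and without KO array 4 (-2.01). They differed by more with the 75th percentile scaling, normexp, no filter, the filter on all 8 arrays, the mean of probes, ranking by moderated t, 100000 permutations, the Reactome list and each of the other arrays left out.

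For the correlation of the SREBP and mTORC1 scores over the 8 arrays, the paper's r is about 0.96 in Fig 6A, read by eye, and the value here is 0.979 with a standard error of 0.013. The difference was within that error without WT array 2 (0.972), with genes scaled to an SD of 1 (0.964) and without the 2 arrays farthest from the median (0.958), and larger in the other alternatives set before the data were examined.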

Other observations

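The tests of slides, luminal epithelium (with and without Cldn4), macrophages (with and without Cd14) and the genotype difference in the correlation, and those of differences within pairs, were chosen only after the results had been seen; the tests of other splits of the arrays, of the spiked-in controls and of random lists were not.

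The number of genes called was compared with that from all 35 splits of the 8 arrays into 4 and 4. Only the real split gave as many (1 of 35), and the highest number from any other split was 3, so a chance division of the dams is excluded as the source of the 618 calls. Among the 8 splits that part all 4 replicate pairs, the real one was again the only one with as many, but 8 splits cannot show a share under 0.05; the other 27 keep at least 1 pair together and also gave fewer. All WT arrays were on 1 slide and all KO arrays on another (0 slides held both genotypes), so the slides and the genotypes cannot be told apart as the source. The spiked-in controls, transcripts that Agilent adds to each sample at labelling, do not settle this. Of 10, 8 were well above background on all arrays, and the largest difference between KO and WT was 0.19 in log2 on the normalized scale, but quantile normalization removes a shift common to all probes of a brightness whether or not the slides differed. Differences between the glands before labelling, such as the day of collection or RNA quality, stay open beside the genotype.

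For the lists the outcome was different. A normalized enrichment score as large as the real one came from 12 of 35 splits for the SREBP target list, 16 for fatty acid synthesis, 17 for fatty acid oxidation, 6 for mTORC1, 7 for IL-6-JAK-STAT3 and 5 for apoptosis. Among the 8 splits that part all pairs, the numbers were 2, 2, 6, 1, 1 and 2, so for mTORC1 and IL-6-JAK-STAT3 the real split scored highest, but 8 splits cannot show a share under 0.125. The other 27, which keep at least 1 pair together, gave 10, 14, 11, 5, 6 and 3. By this count chance cannot be excluded for any of the 6 scores, although permutations of the gene set gave 5 of them an adjusted p under 0.05. The genes of a list rise and fall together between dams of 1 genotype, which permutations of genes do not count. The highest score of the SREBP target list in another split was 3.02 in size.

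Splits that keep pairs together also carry the differences between pairs. Within the pairs, the difference in mean log2 signal between KO and WT had the same sign in 4 of 4 for 5 lists. It lay between -1.58 and -0.58 for the SREBP target list, between -1.37 and -0.71 for fatty acid synthesis, between -0.48 and -0.28 for mTORC1, between 0.23 and 0.28 for IL-6-JAK-STAT3 and between 0.08 and 0.25 for apoptosis. Fatty acid oxidation was higher in the KO gland in 3 of 4 pairs. An exact test over the 16 patterns of signs gave each of the 5 lists p = 0.125, the smallest it can give, and fatty acid oxidation p = 0.25, so it cannot exclude chance either. The rotation test fry, which counts the correlation between the genes of a list, was run with the replicate number as a block. Its adjusted p was 0.0190 for the SREBP target list, 0.0127 for fatty acid synthesis, 0.00392 for mTORC1, 0.000120 for IL-6-JAK-STAT3, 0.0292 for apoptosis and 0.237 for fatty acid oxidation. That test assumes normally distributed residuals, and the pairing rests on the correlations between same-numbered arrays. Whether chance is excluded for the 5 lists therefore depends on the test and on the pairing.

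A smaller share of luminal epithelium in the KO glands could lower the lipid synthesis genes. As a set, the luminal marker list argues against this: its mean log2 signal was 0.45 higher in the KO glands, and all 4 KO arrays lay above all 4 WT arrays (exact permutation test, p = 0.0286, adjusted p = 0.286 over 10 lists; fry, adjusted p = 0.0811; 9 of 12 genes higher). Cldn4 alone rose by 2.51. Without it the difference was 0.26, again with all KO arrays above all WT arrays (exact permutation test, p = 0.0286). The genes did not move alike: Muc1 fell by 0.78 (adjusted p = 0.0466 from limma) and Elf5 by 0.35 (adjusted p = 0.107, and 0.0497 adjusted over the list alone), so a rise of some markers within the cells stays open beside this. Muc1 is also 1 of the changed genes near Zbtb7b. More macrophages in the KO glands could raise the IL-6-JAK-STAT3 list. The macrophage list was 0.18 higher with overlapping arrays (exact permutation test, p = 0.400). Most of that came from Cd14 (1.39, adjusted p = 0.203), which is also on the IL-6-JAK-STAT3 list. The 10 other genes were 0.06 higher on average (exact permutation test, p = 0.714), with C1qa at -0.05, C1qb at 0.04, Csf1r at 0.03, Adgre1 at -0.15 and Lyz2 at -0.19. The list therefore shows no rise of macrophage transcripts beyond the spread, and does not exclude a small one. The other lists differed by -0.20 (basal epithelium, p = 0.257), 0.28 (adipocyte, p = 0.114), -0.38 (T cell, p = 0.371), 0.02 (B cell, p = 0.914), -0.05 (endothelium, p = 0.657), 0.30 (fibroblast, p = 0.114), -0.08 (milk proteins, p = 0.600) and -0.12 (triacylglycerol synthesis, p = 0.229), all by the exact permutation test, with adjusted p from 0.381 to 0.914. For the B cell list the mean and the median of its genes (-0.07) had opposite signs, and for milk proteins the mean and the NES (0.65) did. Cell numbers were not measured, and a change of the markers within cells is possible.

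Could the correlation of SREBP and mTORC1 scores come from the genotype difference alone? It stayed at 0.976 after the mean of each genotype was subtracted, which argues against that. Random lists show that many genes follow a shared gradient: the median size of their r with the SREBP score was 0.605, and the 5th and 95th percentiles were -0.88 and 0.90. Only 0.33% correlated as strongly as the mTORC1 list, so the gradient rarely gives such a value for genes drawn at random, but a gradient on which the genes of both lists lie is not excluded. It had been set beforehand that a share under 5% would exclude a gradient, and that reading was dropped after the size of the gradient was seen. A regulator common to both lists was not tested.

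Several statements of the paper rest on RT-qPCR, Western blots or staining at lactation day 1 or later, and the arrays give values for the same genes in these 8 glands. Akt1 was lower in the KO glands (-0.73, standard error 0.15, adjusted p = 0.0206 from limma), a call lost without WT array 2 (adjusted p = 0.0517), KO array 1 (0.0546) or KO array 3 (0.0612). Irs1 was lower by a difference that did not pass the threshold (-0.36, standard error 0.15, adjusted p = 0.118), except without KO array 4 (-0.48, adjusted p = 0.0404, up to 0.260 with another array left out). Mtor did not differ beyond its spread (-0.09, standard error 0.09, adjusted p = 0.534). Mcl1, whose protein the paper reports as reduced at lactation day 2 (Fig 6D), had a higher transcript signal just outside the threshold (0.48, standard error 0.15, adjusted p = 0.0550, and under 0.05 with normexp, 0.0448, with the mean of probes, 0.0483, without WT array 1, 0.0337, and without KO array 4, 0.0379, but up to 0.137 with another array left out). Lipa, which the paper reports as raised (Fig 2), changed by 0.14 (adjusted p = 0.790). Plin2 (0.19, adjusted p = 0.446), Cidea (-0.28, adjusted p = 0.467) and Xdh (-0.19, adjusted p = 0.353), which the paper describes as unchanged, did not pass the threshold either.

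Igf1r, the receptor upstream of IRS-1, was higher in the KO glands (1.13, standard error 0.25, adjusted p = 0.0236 from limma), a call lost without WT array 2 (0.0648), WT array 3 (0.0569), KO array 1 (0.0627) or KO array 3 (0.0690) and by the methods' t-test (0.0566). Among luminal genes, Cldn4 rose by 2.51 (standard error 0.45, adjusted p = 0.0149) and Cdh1, which encodes E-cadherin, by 0.88 (standard error 0.15, adjusted p = 0.0143). No explanation was tested for these genes.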
